# RNA-sequencing Reveals Altered Gene Expression in the Ventromedial Hypothalamus Following Predator Odor Exposure

**DOI:** 10.12688/f1000research.152034.2

**Published:** 2025-03-05

**Authors:** Ashely Shemery, Megan Gibson, Erin Gorrell, Diamond Daniel, Helen Piontkivska, Colleen M Novak

**Keywords:** Predator threat, skeletal muscle, thermogenesis, corticosterone, sirtuin, BDNF, SF-1

## Abstract

**Background:**

Physical activity is the second largest contributor to our total daily energy expenditure (EE). Uncovering ways to increase EE during activity could yield new approaches to treat obesity. The ventromedial hypothalamus (VMH) regulates body weight by modulating muscle metabolism and sympathetic nervous system (SNS) activity. The VMH also mediates behavioral responses to predator threat. This thermogenic response is associated with weight loss and increased EE even when controlling for physical activity. While the VMH is a potential mediator of metabolic responses to predator threat, the mechanisms are unknown.

**Methods and Results:**

Exposing rats to predator odor (PO) causes a rapid increase in skeletal muscle thermogenesis that peaks between 20-30 min and dissipates to baseline by 4 hr. To probe potential targets of PO-induced metabolic responses in the VMH, we first performed qPCR for genes known to be involved in brain regulation of muscle metabolism using VMH samples from rats exposed to PO or control odor for either 30 min or 4 hr. Next, to uncover novel, relevant genes, we performed RNA-sequencing on VMH samples of rats exposed to either PO or control odor for 20 min. qPCR results show that after 4 hr of PO exposure, *Bdnf* and *Sirt1* expression were increased. RNA-sequencing analyses further identified 245 differentially expressed genes (DEGs) that showed at least 1.5-fold change in expression due to PO exposure. Functional and Gene Ontology annotation showed that pathways related to immune response, oxidative stress, and synaptic plasticity were overrepresented among these DEGs.

**Discussion:**

Taken together, these findings suggest that acute PO exposure induces both rapid and delayed changes in VMH gene expression that likely have downstream metabolic consequences.

## 1. Introduction

Non-exercise activity thermogenesis (NEAT) is the strongest predictor of resistance to weight gain with overfeeding, making it a promising target for obesity treatments ( Levine et al., 1999). Understanding the cellular and molecular mechanisms underlying brain regulation of energy expenditure (EE) is critical when exploring ways to manipulate NEAT. The ventromedial hypothalamus (VMH) plays a necessary role in energy homeostasis through its regulation of autonomic nervous system activity and its complex connections with other brain regions involved in feeding and thermoregulation ( King, 2006). Activation of the VMH induces sympathetic nervous system (SNS) drive to white adipose tissue (WAT), brown adipose tissue (BAT), and skeletal muscle, which was associated with increased thermogenesis in BAT and skeletal muscle ( Gavini et al., 2016). Additionally, the VMH mediates multiple behavioral responses including aggression ( Falkner et al., 2016; Hashikawa et al., 2017), fear responses and memories ( Silva et al., 2016), and aversion to predator odor ( Perez-Gomez et al., 2015). Though not fully understood, the processing of both metabolic signals and predator threat by the VMH reflects the shared importance of SNS outflow in both systems.

Central regulation of BAT thermogenesis and WAT browning have been heavily investigated for their potential to increase EE in small rodents ( Morrison et al., 2014). Though far less investigated, skeletal muscle has a substantial capacity for increasing EE and is clinically relevant as it makes up 40% of total human body mass and accounts for 20-30% of total resting oxygen uptake ( Zurlo et al., 1990; Janssen et al., 2000; van den Berg et al., 2011). Ferret predator odor (PO) exposure to rats causes a rapid increase in skeletal muscle thermogenesis, likely due to SNS activation, that peaks between 20-30 min and dissipates over the course of a few hours ( Gorrell et al., 2020). Chronic PO exposure for 3 weeks decreases body weight without changing food intake, physical activity, or BAT thermogenesis in mice ( Genne-Bacon et al., 2016), suggesting potential involvement of skeletal muscle. As a dual processor of metabolic and predator threat responses, the VMH is a likely mediator of PO-induced skeletal muscle thermogenesis, though the underlying cellular and molecular mechanisms have remained unexplored.

In the brain, expression of the transcription factor steroidogenic factor 1 (SF-1) is restricted to the VMH, where it is required for VMH development and vitality as well as normal energy balance and response to predator threat ( Ikeda et al., 1995; Shinoda et al., 1995; Kunwar et al., 2015). The VMH, including the SF-1 cell population found there, regulates energy balance by engaging SNS outflow to regulate peripheral tissue metabolism and counteract hypoglycemia ( King, 2006). With respect to VMH SF1 neurons, activation of this cell population amplifies skeletal muscle glucose uptake ( Coutinho et al., 2017), likely through its projections to brain regions modulating autonomic outflow ( Lindberg et al., 2013). Chemogenetic activation of SF1 neurons in the VMH is also sufficient to stimulate muscle thermogenesis in mice ( Watts et al., 2024). In addition to SF-1, at least two other genes in the VMH may be critical in SNS-driven skeletal muscle metabolism, namely *Bdnf* and sirtuin 1 ( *Sirt1*). Within the VMH, BDNF is positively associated with and is a downstream target of SF-1 ( Tran et al., 2006). VMH BDNF microinjections activate the SNS and amplify EE by increasing physical activity and resting metabolic rate in the absence of BAT activation ( Wang et al., 2010), suggesting potential contribution from skeletal muscle. SIRT1 is a metabolic sensor protein expressed in many tissues where it regulates metabolism in response in nutrient availability ( Imai et al., 2000; Ramadori et al., 2008). Over- and under-expression of SIRT1 in VMH SF-1 neurons reveals that SIRT1 protects against dietary obesity by regulating EE as well as skeletal muscle glucose uptake ( Ramadori et al., 2011). Moreover, SF-1, BDNF, and SIRT1 expression levels in the brain are all associated with psychological stressors, making these genes possible candidates involved in VMH regulation of skeletal muscle thermogenesis following PO exposure ( Rage et al., 2002; Kunwar et al., 2015; Yu et al., 2018). However, although predator-threat stimuli induce c- *fos* in the dorsomedial VMH in mice as well as a nonhuman primate ( Perez-Gomez et al., 2015; Montardy et al., 2021), there is virtually no information regarding the cellular and molecular alterations that follow. Here, we explored changes in VMH expression of *Sf-1*, *Bdnf*, and *Sirt1* in response to PO exposure at time points with thermogenic relevance to the predator-threat response. Additionally, we performed RNA-sequencing to explore transcriptome-wide changes in VMH gene expression after acute PO exposure. Collectively, our results suggest PO causes rapid and delayed transcriptional changes in the VMH that are associated with inflammation, oxidative stress, and synaptic plasticity.

## 2. Methods

### 2.1 Animals

All experiments used Sprague-Dawley rats (Envigo) individually housed in a temperature-controlled room (24°C ± 1°C) on a 12/12 hr light/dark cycle with lights on at 7:00AM and light off at 7:00PM EST. Rats were given free access to both water and standard laboratory chow (5P00 Prolab RMH 3000, LabDiet, St. Louis, MO, USA). To verify the time-course of the muscle thermogenic response, we used 7 rats (3 female, 4 male). For RNA-sequencing, we used 6 male rats. For qPCR and corticosterone assays, we used 24 male rats. All procedures were approved by Kent State University Institutional Animal Care and Use Committee; sample sizes were determined based on prior effect sizes ( Gorrell et al., 2020), with random assignment to experimental condition. Exposure to odor precluded blinding to experimental group or condition. Efforts were made to ameliorate suffering and minimize distress of animals using analgesics before and after surgical procedures, anesthesia, and habituation prior to exposure to potentially stressful contexts.

### 2.2 Surgery

Changes in skeletal muscle temperature in response to predator-odor or control-odor stimuli were measured using surgically implanted temperature transponders (implantable programmable temperature transponder-300; IPTT-300, BioMedic Data Systems, Seaford, DE; calibrated range 32°-43°C); transponders were used that had showed high correlation compared with water-bath temperature (R ^2^ ≥ 0.97) as well as *in vivo* with rectal temperature in the physiological range (R ^2^ ≥ 0.97) ( Wacker et al., 2012). Transponders are 14 mm long and 2 mm in diameter, sufficiently small to surgically implant into the gastrocnemius muscle group bilaterally in rats. Transponders were implanted under surgical anesthesia, with 5% isoflurane for induction followed by 2-3% for maintenance. Animals were given 1 week to recover.

### 2.3 Odor exposure and tissue collection

Control odor or predator odor exposure was achieved by dropping a fragment (1-2” × 2”) of a clean towel or an identical towel that had been used as bedding for ferrets ( *Mustela putorius furo*) for 2 weeks (Marshall BioResources, North Rose, NY) into the rat’s home cage. All animals were habituated to handling as well as daily exposure to control odor in their home cages for 2 weeks prior to experimental odor exposure. For the thermogenic time course experiment, animals were exposed to both PO and control odor (identical towels without contact with ferrets; Marshall BioResources), each on separate experimental days separated by 1 week. Due to potential odor contamination, we declined to counterbalance odor exposure, though order effects have previously been ruled out as a contributor to PO-induced thermogenesis ( Gorrell et al., 2020). Thus, to remain consistent with habituation, all animals were exposed to control odor first. At 3 hrs after lights-on, baseline temperatures were measured using a transponder reader (DAS-7007S; IPTT-300, BioMedic Data Systems, Seaford, DE) to manually retrieve transponder temperature data. To minimize human interference during measurements, animal cages are placed on PVC stands (122 cm × 30 cm × 30 cm) that expose the underside of the cage. The transponder reader can rapidly, accurately, and reliably measure temperature through the cage bottom. Following odor exposure, temperatures were measured at defined timepoints for 4 hr following odor exposure.

For RNA-sequencing, animals were exposed to either control odor (n = 3) or predator odor (n = 3), as described above, for 20 minutes. Animals were then anesthetized via 5% isoflurane inhalation and rapidly decapitated using a guillotine. Brains were dissected out then flash frozen in 10-20 ml isopentane (2-methylbutane; MilliporeSigma #320404) chilled on dry ice. Bilateral micropunches of the VMH were collected. Briefly, brains were coronally sectioned using a cryostat up to the start of the VMH. A micropunching tool 1mm in diameter and 1.5mm in length was inserted into the VMH using the rat stereotaxic atlas ( Paxinos and Watson, 2005) as a guide, and samples were ejected into microcentrifuge tubes, taking care to keep he sample frozen throughout. Samples were stored in a freezer at -80°C until processing.

For qPCR and corticosterone assays, animals were exposed, as described above, to either control odor for 30 minutes (n = 6) or 4 hours (n = 6), or predator odor for 30 minutes (n = 6) or 4 hours (n = 6). Animals were then anesthetized via isoflurane inhalation and rapidly decapitated using a guillotine. Brains were dissected out and flash frozen in isopentane chilled on dry ice, and the VMH excised using a micropunch tool. Trunk blood was collected in 4mL BD Vacutainer™ Plastic Blood Collection Tubes with K2 EDTA using a freshly cleaned plastic funnel. Tubes were inverted to mix then centrifuged at 2,000 × g for 15 minutes at 4°C to separate plasma. Plasma was pipetted into 1.5mL microtubes and stored in the -80 until needed.

### 2.4 RNA sequencing

2.4.1 *RNA isolation, purification and quality check*

To isolate and purify high quality RNA from small VMH micropunches, we performed a technique combining the use of TRIzol and silica-based columns. Micropunches were sonicated in 250 uL of TRIzol™ Reagent (Thermofisher Scientific, Waltham, MA). 50 uL of chloroform was added to homogenate and incubated at room temperature for 5 minutes to facilitate phase separation. Samples were centrifuged at 12,000 × g for 15 minutes at 10°C. The aqueous layer (~100 uL) was pipetted into a fresh microcentrifuge tube and mixed with an equal volume of ice-cold 70% ethanol to precipitate mRNA. The mixture was then pipetted onto a silica-based column membrane (Invitrogen™ PureLink™ RNA Mini Kit, Thermofisher Scientific, Waltham, MA). Samples were centrifuged at 12,000 × g for 30 seconds at 10°C and the supernatant was discarded. Samples were washed as directed by kit instructions. RNA was eluted into a fresh collection tube with 30 uL of nuclease-free water. RNA concentration and quality were assessed using a spectrophotometer. All samples had 80-110 ng/uL, a 260/280 ratio of 2.0-2.1, and a 260/230 ratio of 1.8-2.0. Samples were stored in a freezer at -80°C until processing.

2.4.2 *RNA library preparation*

RNA samples were shipped to Novogene Bioinformatics Technology Company, Ltd. (Sacramento, CA) for sequencing. Before processing, RNA samples passed an integrity and purity assessment via the Qubit ^®^ Fluorometer (Invitrogen, ThermoFisher, Waltham, MA) and Agilent Bioanalyzer ^®^ RNA 6000 Nano/Pico Chip (Agilent Technologies, Santa Clara, CA) with an RNA Integrity Number of ≥ 7. RNA sample libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA). Briefly, poly-A mRNA was isolated and purified from total RNA before being fragmented and primed with random primers. Following double-stranded cDNA synthesis, ends were repaired and tagged for adaptor ligation. Finally, 250-300bp fragments were isolated and enriched by PCR.

2.4.3 *RNA library quality check*

High-quality RNA library yield and quality were assessed and confirmed using a Bioanalyzer Agilent DNA 1000 Chip (Agilent Technologies, Santa Clara, CA). Sample libraries were sequenced by the Illumina HiSeq 4000 system using CASAVA v1.8 software (Illumina Biotechnology Co., San Diego, CA) with a paired-end 150bp sequencing strategy and sequencing depth of ~5 million reads. 

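In the deposited quality table, the libraries from rats exposed to control odor held 46129864, 49905594 and 53047676 clean reads, counting both mates of a pair. The libraries from rats exposed to PO held 50006022, 52656962 and 58652766. The share of bases at Q30 or above lay between 93.38% and 93.71%, the base calling error rate was 0.03% in all 6 libraries, and the GC content lay between 50.28% and 50.7%.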

An extensive data quality assessment confirmed all sample libraries yielded between 4.6-5.8 million clean reads, 6.9-8.8G clean reads, a base calling error rate of 0.03%, a Q30 score of >93%, and a GC content of 50%.

2.4.4 *Mapping reads to rat genome*

Raw reads were filtered to remove reads containing adapters, reads containing poly-N, and low quality reads. Clean reads were mapped to the Ensembl *Rattus norvegicus* Rnor_5.0 version 79 reference genome using the hierarchical indexing for spliced alignment of transcripts 2 (HISAT2) algorithm v2.1.0-beta ( Kim et al., 2014, 2015; Cunningham et al., 2019). Briefly, the algorithm identifies all represented splice sites. Then, it aligns reads to a single exon of the genome. These reads are segmented and mapped to the adjacent exons. Reads are further segmented and mapped to several exons. A quality assessment revealed that all sample libraries achieved a mapping rate of ~95%, with approximately ~6% of reads mapping to multiple areas of the genome.

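In the deposited mapping table, between 94.63% and 95.05% of the clean reads of a library were mapped, and between 6.34% and 6.93% were mapped to multiple places. Reads that span a splice junction made up 25.73% to 25.84% of reads in the 3 control odor libraries and 24.84% to 25.76% in the 3 PO libraries. No test was run on these percentages, and 3 libraries against 3 cannot give an exact permutation p below 0.1.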

2.4.5 *Gene expression quantification and quality check*

HTSeq v0.6.1 was used to count reads mapped to each gene or exon using union mode where each gene is the union of all its exons ( Anders et al., 2015). RNA-sequencing requires biological replicates to ensure accuracy ( Liu et al., 2014). Here, we have 3 replicates per group. Pearson’s correlation coefficient analysis confirms that the genes expressed in each of the control group replicates (r ^2^ = 0.98) as well as the experimental group replicates (r ^2^ = 0.98) are highly correlated indicating minimal intragroup variance.

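Across the 29039 genes of the deposited FPKM table, the mean Pearson r squared of log10(FPKM+1) was 0.985 over the 3 pairs of control odor libraries and 0.983 over the 3 pairs of PO libraries. The mean over pairs made of a control odor and a PO library was 0.981, with a range from 0.977 to 0.984. These correlations are across genes, which are not independent replicates. The value moved to 0.996 and 0.995 on raw FPKM and to 0.97 and 0.969 with a pseudocount of 0.1.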

2.4.6 *Differential gene expression analysis*

Differentially expressed genes were analyzed for statistical significance using DESeq2 v1.38.3 ( Love et al., 2014) using HTSeq counts ( Anders et al., 2015). The Benjamini-Hochberg procedure was used to control the false discovery rate (FDR) ( Benjamini and Hochberg, 1995). Adjusted p value (padj) cut-off of 0.05 and a fold change of 1.5 were used to identify 245 differentially expressed genes (Table S1). 

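Igfbp2, which encodes a binding protein of insulin-like growth factors, was lower after PO exposure, with a log2 fold change of -2.43 (standard error 0.56, adjusted p = 0.00177 from DESeq2). Slc2a3, which encodes the neuronal glucose transporter GLUT3, had a log2 fold change of -1.85 (standard error 0.52, adjusted p = 0.0127 from DESeq2). With DESeq2 on the deposited counts, 865 genes had an adjusted p under 0.05, and 240 of them differed by at least 1.5-fold. Of these, 127 were higher and 113 were lower after PO exposure. The number at 1.5-fold was 111 without control odor replicate C2, 127 without C3 and 31 without C4. It was 260, 143 and 166 without PO replicate P8, P13 or P14. Tested against a 1.5-fold change itself, 17 genes passed. Igfbp2 had an adjusted p of 0.133 and Slc2a3 of 0.202 from edgeR. Without P13 the log2 fold change of Slc2a3 was -3.18 (adjusted p = 0.00396 from edgeR), and without P8 that of Igfbp2 was -3.1 (adjusted p = 0.063 from edgeR).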

A relatively relaxed fold-change cut-off was used to ensure the capture of a broader set of potentially relevant DEGs.

2.4.7 *Functional annotation, pathway and gene ontology (GO) enrichment analysis*

We further focused on 186 out of 245 DEGs that corresponded to protein-coding genes (Table S1). Functional annotation and protein-protein interaction analysis was performed using STRING ver. 12.0 ( Szklarczyk et al., 2023), followed by annotation and pathway enrichment analysis using ClueGO plug-in v2.5.9 ( Bindea et al., 2009) for Cytoscape ( Shannon et al., 2003). We focused on KEGG, Molecular Function and Immune System Process ontologies in ClueGO, using two-sided hypergeometric test with Benjamini-Hochkins correction for multiple tests. To be considered a cluster, the cut-off of at least 3 genes representing at least 4% of all genes in that category must be present. The leading group terms (shown with the largest circles) are based on the largest number of genes in that category (see also Table S2). Additional Gene Ontology annotations and enrichment analyses were performed using DAVID (The Database for Annotation, Visualization and Integrated Discovery, ver. v2023q3) ( Sherman et al., 2022) and ShinyGO 0.77 ( Ge et al., 2020), with respective FDR cut-offs of 0.05.

2.4.8 *Accession to RNA-seq data*

Data are deposited in NCBI GEO with accession number GSE142617. To review the GEO accession, see https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142617.

### 2.5 Corticosterone enzyme-linked immunosorbent assay

Plasma corticosterone was assayed using the Enzo corticosterone ELISA kit (#AD1-900-097, Enzo Life Sciences, Farmingdale, NY). Thawed plasma samples were diluted 1:25 by pipetting 10 uL of plasma sample into microtubes containing 240 uL of nuclease-free water and mixing. To dissociate corticosterone from carrier proteins, samples were incubated in a water bath at 70°C for 1 hr; we found this to be more effective than the steroid displacement technique recommended in the kit instructions. With this exception, the rest of the assay was carried out following kit instructions.

### 2.6 Quantitative real-time PCR analysis

Approximately 160 ng of isolated RNA was reversed transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Cheshire, UK). The target cDNA was amplified by PCR. All qPCR assays were carried out in triplicate using the Brilliant III Ultra-Fast QPCR Master Mix (Agilent Technologies; Santa Clara, CA) and using PrimeTime Gene Expression Probes (IDT DNA Technologies). The assay identification numbers for each gene are: *Nr5a1* (Rn.PT.58.33726779), *Sirt1* (Rn.PT.58.44487135), *Bdnf* (Rn.PT.58.13660615), *Gapdh* (Rn.PT.39a.11180736.g). The cDNA quantities were normalized by using the housekeeping gene *Gapdh* as a reference and the Δct method ( Schmittgen and Livak, 2008) was used to analyze relative gene expression. Results are displayed as a percentage of baseline.

### 2.7 Statistics

All data are expressed as the mean ± SEM. Statistical analyses were performed using IBM ^®^ SPSS ^®^ Statistics software version 26 ( https://www.ibm.com/support/pages/spss-statistics-v26-now-available). Figures were created using Systat Software Inc. SigmaPlot version 14.0 ( https://grafiti.com/download-sigmaplot-software/). When applicable, normality distribution was tested with the Shapiro-Wilk normality test. For the thermogenic time course following odor exposure experiment, differences between PO and control odor exposure were analyzed using a 2-way repeated measures ANOVA (odor: PO or control odor; time: 15 time points) followed by Bonferroni post-hoc tests ( Table 1). Post-hoc paired samples t-tests were performed following significant main effects and interactions. Differences in plasma corticosterone levels and VMH expression of *Sirt1*, *Bdnf*, and *Sf1* were analyzed using 2-way ANOVAs (odor, PO or control odor; time, 30 min or 4 hr). RNA-sequencing data were analyzed as described above. The level of significance was set at *p* ≤ 0.05.

**Table 1.** Statistical analyses for data included in Figures 1- 3.

	Comparison	Data Structure	Type of test	α Level
a	Raw temperature change in gastrocnemius muscle following PO vs control odor exposure	Normally distributed	2-way repeated measures ANOVA, *post hoc* Bonferroni correction Paired samples t-tests (N = 7)	*p* < 0.05
b	Raw temperature change from baseline in gastrocnemius muscle following PO vs control odor exposure	Normally distributed	2-way repeated measures ANOVA, *post hoc* Bonferroni correction Paired samples t-tests (N = 7)	*p* < 0.05
c	Plasma corticosterone levels following PO vs control odor after either 30 min or 4 hr	Normally distributed	2-way ANOVA, *post hoc* Paired samples t-tests (n = 6/group, total N = 24)	*p* < 0.05
d	*Sirt1*, *BDNF*, and *Sf1* mRNA expression levels in the VMH following either PO or control odor exposure after either 30 min or 4 hr	Normally distributed	2-way ANOVA, *post hoc* Paired samples t-tests (n = 6/group, total N = 24)	*p* < 0.05

## 3. Results

### 3.1 Predator odor exposure rapidly induces sustained skeletal muscle thermogenesis

Gorrell et al. (2020) reported that PO exposure increased muscle thermogenesis, peaking between 15-30 min, but did not observe its full time-scale capacity. Our goals here were to **(1)** isolate the thermogenic contribution of skeletal muscle from other potential thermogenic tissues following PO, and **(2)** capture the full length of the PO-induced thermogenesis. To achieve this, we measured gastrocnemius temperature via surgically implanted transponders at regular intervals until temperatures returned to baseline.

Figure 1 shows that PO exposure rapidly increased gastrocnemius muscle thermogenesis, peaking at 20 min ( $\bar{X}$ = 1.60°C) and dissipating near baseline by 4 hr ( $\bar{X}$ = 0.06°C). A two-way repeated-measures ANOVA of raw temperature change showed a main effect of odor, F(1, 6) = 107.76, *p* < 0.001, where PO exposure resulted in higher muscle temperatures ( $\bar{X}$ = 36.84°C, SEM = 0.15°C) compared to exposure to control odor ( $\bar{X}$ = 35.86°C, SEM = 0.13°C). Follow-up t-tests indicated that PO significantly increased thermogenesis from baseline beginning 5 min after PO exposure and persisting for 3.5 h. There was also a significant interaction between odor and time, F(14, 84) = 11.99, *p* < 0.001, where PO increased thermogenesis more than control odor and the magnitude of this difference changed with time.

**Figure 1.**
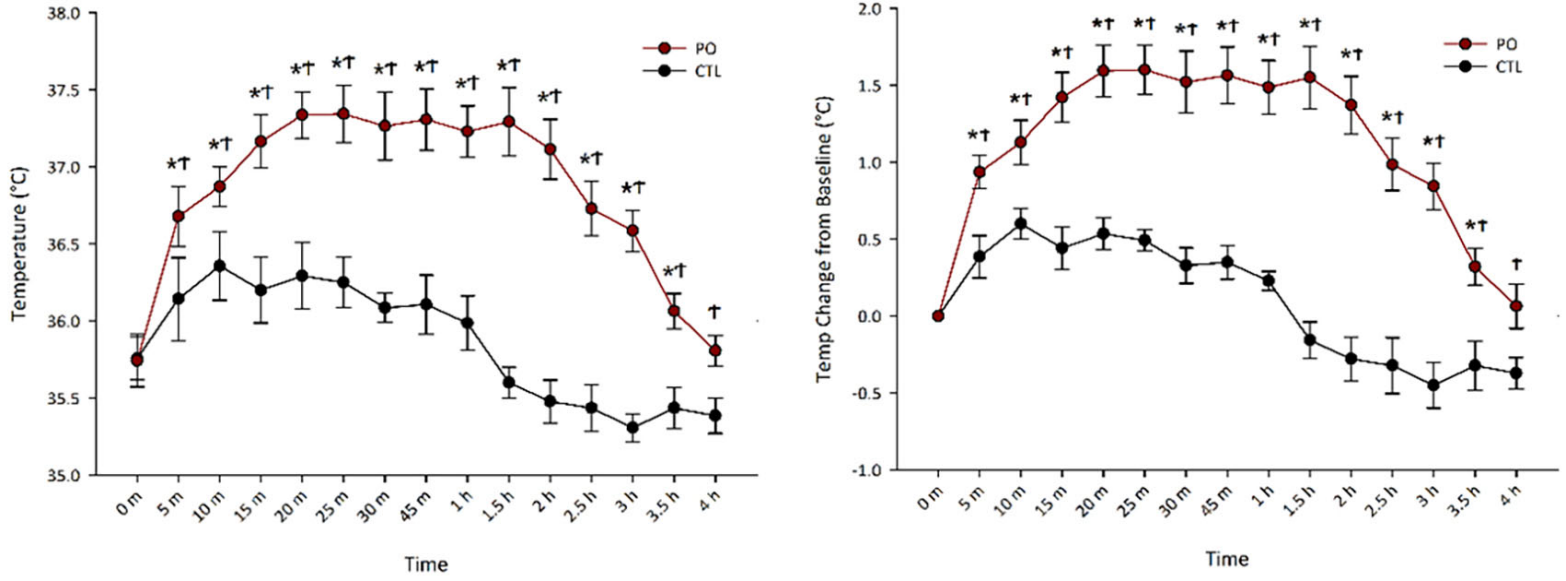
Predator odor-induced muscle thermogenesis lasts 4 hrs in rats. Gastrocnemius muscle temperature (A) and temperature (temp) change from baseline (B) across time following odor (PO) exposure. *Significant difference between baseline temperature and timepoint temperature within PO condition, *p* < 0.05; ϮSignificant difference between PO and control odor, *p* < 0.05; PO, predator odor; CTL, control odor.

To control for individual differences in muscle temperature, we performed a two-way repeated measures ANOVA on temperature change from baseline which revealed the same pattern as raw temperature change with a main effect of odor, F(1, 6) = 93.08, *p* < 0.001, where PO ( $\bar{X}$ = 1.09°C, SEM = 0.10°C) increased muscle thermogenesis more than control odor ( $\bar{X}$ = 0.98°C, SEM = 0.05°C). Follow up t-tests indicated that PO significantly increased thermogenesis from baseline beginning 5 min after PO exposure and persisting for 3.5 h. There was also a significant interaction between odor and time, F(14, 84) = 11.99, *p* < 0.001, where PO increased thermogenesis more than control odor and the magnitude of this difference changed with time.

### 3.2 Predator odor exposure increases plasma corticosterone acutely

Skeletal muscle is a major target of corticosterone where it can cause proteolysis to rapidly increase energy availability during psychologically stressful events ( Bodine and Furlow, 2015). Acute increases in corticosterone are beneficial, but chronic increases can cause muscle atrophy ( Tomas et al., 1979). Just 10 min of ferret exposure significantly increases plasma corticosterone levels which dissipate near control levels after 1 hr in rats ( Roseboom et al., 2007). However, it is unknown if corticosterone levels remain elevated following 4 hr of constant PO exposure. We found that PO exposure significantly increased plasma corticosterone after 30 min but not 4 hr ( Figure 2). A two-way ANOVA showed a significant interaction between time and odor, F(1, 20) = 11.55, *p* = 0.003, where PO ( $\bar{X}$ = 29.94 μg/dL, SEM = 3.55 μg/dL), but not control odor ( $\bar{X}$ = 1.95 μg/dL, SEM = 3.55 μg/dL), significantly increased plasma corticosterone after 30 min of exposure, and this difference ceased after 4 hr of exposure ( *p* > 0.05). This suggests that the animals engaged effective coping mechanisms and likely avoided corticosterone-induced muscle damage.

**Figure 2.**
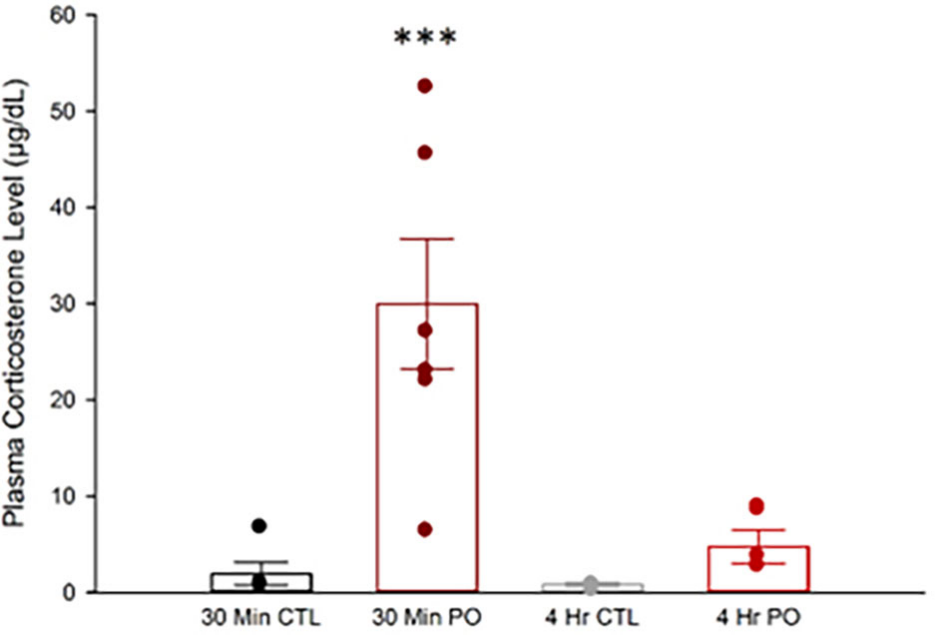
Predator odor exposure elevated circulating corticosterone in rats. Plasma corticosterone levels following either PO or control odor after either 30 min or 4 hr. ***Significant interaction between odor and time, *p* < 0.001; CTL, control odor; PO, predator odor.

### 3.3 *Sirt1* and *Bdnf* expression in the vmh are increased following 4 hr of predator odor exposure

While several genes in VMH cells have been explored in the context of metabolism, to our knowledge, virtually none have been explored in the context of PO exposure. Metabolic studies have implicated VMH expression of SIRT1, BDNF, and SF-1 as possible mediators of skeletal muscle metabolism ( Wang et al., 2010; Ramadori et al., 2011; Kim et al., 2012). Here, we asked if the VMH transcription of these genes correlated with time points when PO-induced muscle thermogenesis peaks and returns-to-baseline. We found that PO exposure significantly increased *Sirt1* and *Bdnf* expression in the VMH after 4 hr but not 30 min ( Figure 3), where two-way ANOVAs showed a significant interaction between time and odor. Compared to control odor, PO exposure increased *Sirt1* mRNA expression after 4 hr, but not 30 min, F(1, 20) = 4.96, *p* = 0.03, and PO exposure increased *Bdnf* mRNA expression after 4 hr, but not 30 min, F(1, 20) = 6.15, *p* = 0.022. Unexpectedly, there were no significant changes in *Sf1* expression in the VMH following 30 minutes or 4 hours of PO exposure; two-way ANOVA results showed no significant changes in *Sf1* mRNA expression in any condition ( *p* < 0.05).

**Figure 3.**
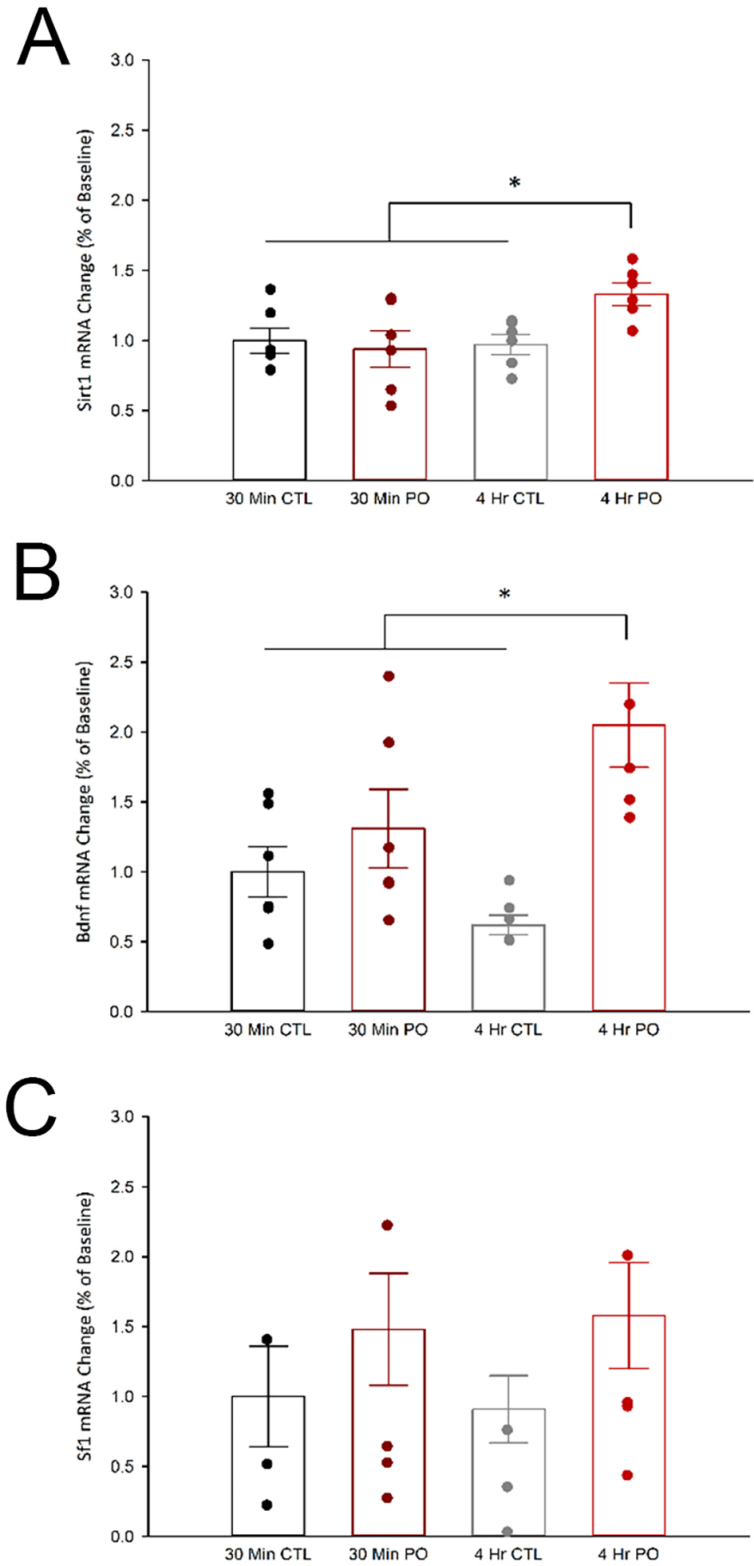
Predator odor exposure increased *Sirt1* and *BDNF*, but not *Sf1*, mRNA, after 4 hrs. **(A)** *Sirt1*, **(B)** *BDNF*, and **(C)** *Sf1* mRNA expression levels in the VMH following either PO or control odor exposure after either 30 min or 4 hr. *Significant interaction between odor and time, *p* < 0.05; CTL, control odor; PO, predator odor.

### 3.4 RNA-sequencing identifies transcriptome changes in the vmh following acute predator odor exposure

Although the VMH is a known regulator of metabolic and predator threat responses, the cellular and molecular alterations following PO exposure are unknown. Thus, it is difficult to investigate how the VMH might regulate muscle metabolism following PO exposure. 

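RNA from bilateral VMH micropunches of 6 rats was sequenced, 3 exposed to control odor (replicates C2, C3 and C4) and 3 exposed to PO (replicates P8, P13 and P14), each for 20 minutes and each as a library of its own. The authors aligned the reads with HISAT2 to Rnor_5.0 and counted them per gene with HTSeq. The deposited count table gave 17221839, 15835375 and 18370871 counts for C2, C3 and C4, and 20316213, 18281024 and 17479862 counts for P8, P13 and P14. The paper states 4.6 to 5.8 M clean reads per library and the deposited quality table lists 46.13 to 58.65 M, and the values given here rest on the deposited counts. Of 29039 features, 26689 were Ensembl genes and 2350 were unannotated transcripts, and 16685 had enough counts to be tested. The main test was edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. Levels are given in CPM, counts scaled to a common library size by TMM, as mean ± SD over the 3 rats of a group, and log2 fold changes are PO over control odor. The sources used here pair 175 of the feature IDs with a gene name, all of them from tables of genes that the study called in these libraries, so counts of named genes in a group are not independent evidence of its direction. In data simulated at these library sizes with 200 changed genes, edgeR recovered 29.9% of the 1.5-fold, 68.7% of the 2-fold and 93.9% of the 4-fold changes, and 9.2% of its calls were unchanged genes. There edgeR and DESeq2 called 141 and 156 genes, against 59 and 865 in the real data. The simulated genes were drawn independently of each other, so these shares may not hold for the real libraries.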

Here, we performed RNA-sequencing on VMH samples from animals who were exposed to either 20 min of PO or control odor exposure. Differential gene expression analysis with DESeq2 ( Love et al., 2014) revealed 186 protein-coding transcripts with at least 1.5-fold difference in expression levels, of which 92 were down-regulated and 94 were up-regulated due to PO exposure, respectively (Extended Data Table 1). 

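Tnnt2, which encodes the cardiac form of troponin T, fell from 11.5 ± 3.26 to 3.93 ± 1.18 CPM (SD, n = 3), a log2 fold change of -1.54 (standard error 0.25, adjusted p = 0.0481 from edgeR). Colec12, a scavenger receptor of the collectin family, fell from 8.77 ± 1.71 to 3.5 ± 0.203 CPM (SD, n = 3; log2 fold change -1.33, adjusted p = 0.027 from edgeR). St3gal4, a sialyltransferase, rose from 52.7 ± 2.29 to 72.1 ± 5.08 CPM (SD, n = 3; log2 fold change 0.45, adjusted p = 0.0396 from edgeR). Ppp1r15a, a stress-induced subunit of protein phosphatase, rose by a log2 fold change of 0.44 (adjusted p = 0.0481 from edgeR). St3gal4 and Ppp1r15a lay under the paper's 1.5-fold threshold, a log2 fold change of 0.585. With edgeR, 59 genes passed an adjusted p of 0.05 at any fold, 24 higher and 35 lower after PO exposure, and 26 of them differed by at least 1.5-fold, 6 higher and 20 lower. Scaled by library size alone, 16 genes were higher and 87 lower at any fold. The number at 1.5-fold was 8, 15 and 8 without control odor replicate C2, C3 or C4, and 89, 79 and 7 without PO replicate P8, P13 or P14, and limma voom called 3. Without C2, C3, C4 or P14 the adjusted p from edgeR was 0.131, 0.0644, 0.0831 and 0.0854 for Tnnt2 (also 0.0542 without P13), 0.145, 0.0753, 0.0831 and 0.07 for St3gal4, and 0.171, 0.109, 0.0831 and 0.0854 for Ppp1r15a, and without C2, C4 or P14 it was 0.0883, 0.0656 and 0.0607 for Colec12. Biotypes of the IDs were not used here, so protein-coding genes were not counted separately.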

Top 20 upregulated and top 20 downregulated DEGs are listed in Table 2.

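Of the 20 genes listed as lower after PO exposure, 13 fell in edgeR's test. Slc6a20b, a transporter of the solute carrier family, fell from 19.2 ± 4.9 to 6.76 ± 0.867 CPM (SD, n = 3), a log2 fold change of -1.5 (standard error 0.19, adjusted p = 0.0255 from edgeR). Slc13a4, a sulfate transporter, stood at 29.8 ± 7.93 CPM in control odor and 5.45 ± 2.3 CPM in PO libraries (SD, n = 3; log2 fold change -2.44), with an adjusted p of 0.0627 from edgeR and 1.23e-20 from DESeq2. Cyp26b1, an enzyme that degrades retinoic acid, had a log2 fold change of -2.48 (standard error 0.39, adjusted p = 0.0519 from edgeR and 3.13e-10 from DESeq2). Of the 20 genes listed as higher, 3 rose in edgeR's test, namely Olig2, Arc and Bcl2l15. Olig2, a transcription factor of the oligodendrocyte lineage, rose from 46.9 ± 3.75 to 70.0 ± 1.46 CPM (SD, n = 3), a log2 fold change of 0.58 (standard error 0.07, adjusted p = 0.0238 from edgeR). Bcl2l15 rose by a log2 fold change of 2.28 (standard error 0.36, adjusted p = 0.0396 from edgeR). Kcnk16, a potassium channel, had a log2 fold change of 1.92 (standard error 0.49, adjusted p = 0.12 from edgeR and 1.25e-05 from DESeq2). DESeq2 gave an adjusted p under 0.05 to 39 of the 40 genes and no adjusted p to Cdh1. In all 40 genes the 3 libraries of one group lay above the 3 of the other, against 26.2% of all genes tested and 10% by chance, but the genes were chosen on these libraries. Of the 20 lower genes, 17 were highest in control odor replicate C4. Of the 20 higher genes, 9 passed edgeR without P13, Kcnk16 among them (adjusted p = 0.0461 from edgeR), 8 without P8, 2 without C3, 1 without P14 and 0 without C2 or C4. Of the 20 lower genes, 15 passed without P8, 10 without P13, 5 without C3, 2 without C2, 1 without C4 and 0 without P14. Of 79 genes that were also tested without each library in turn, 33 passed edgeR, and of these 4 passed without C2, 11 without C3, 4 without C4, 25 without P8, 27 without P13 and 3 without P14. Slc6a20b had an adjusted p of 0.0652 without P14, Olig2 of 0.0621 without C2 and 0.0533 without C4, and Bcl2l15 of 0.164, 0.0921, 0.102 and 0.074 without C2, C3, C4 or P14, from edgeR.

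**Figure D1:**
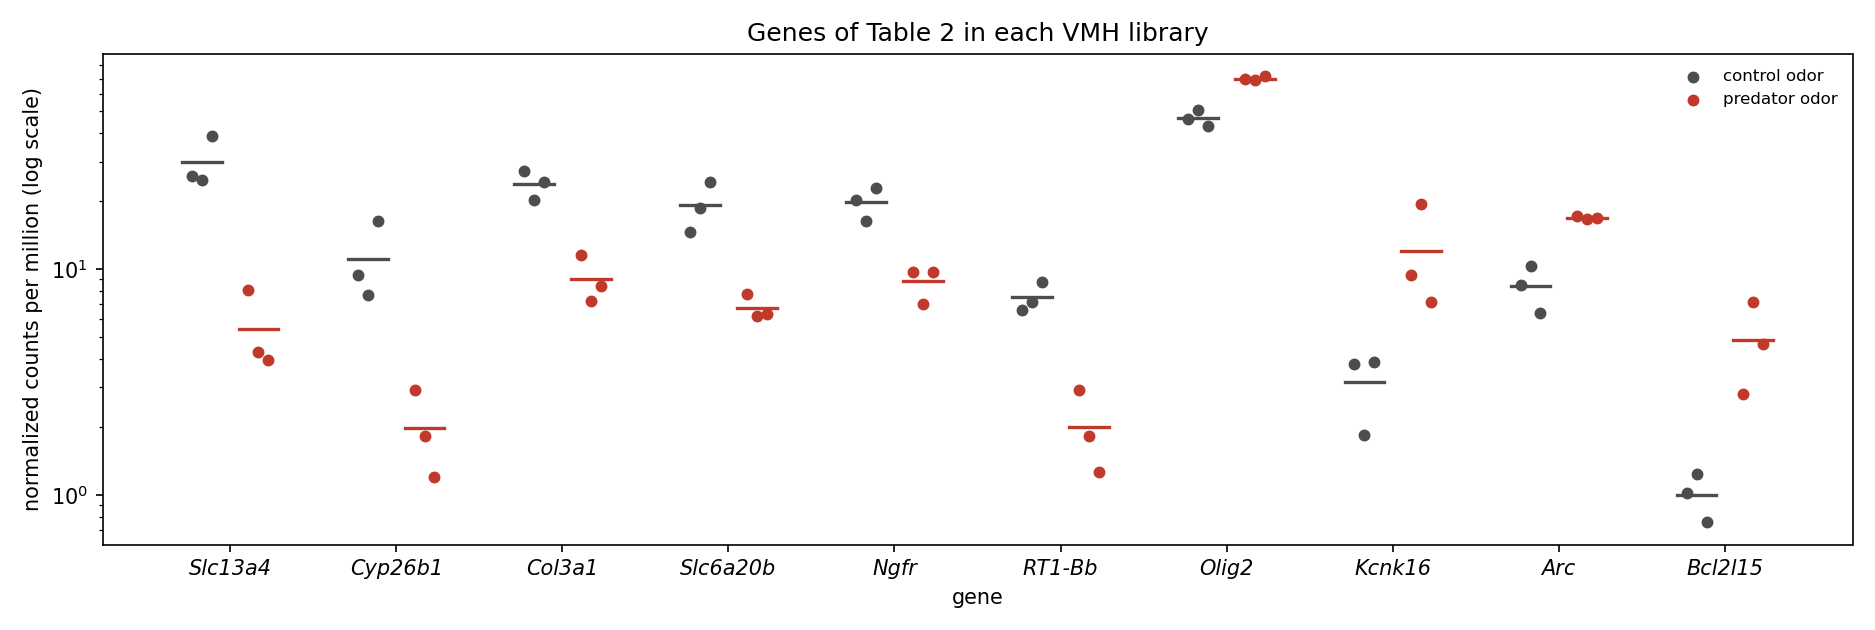
CPM (log scale) of 10 genes of Table 2, with 1 point per library and a line at the mean of each group. In each gene the 3 PO libraries lie on one side of the 3 control odor libraries.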

**Table 2.** Top 20 up-regulated and down-regulated genes in the ventromedial hypothalamus following predator odor (PO) exposure.

Gene symbol	Ensembl gene ID	log2 fold change	padj	Gene description
***Down-regulated by PO***				
Slc13a4	ENSRNOG00000011184	2.43639	1.27E-20	solute carrier family 13 member 4 (Slc13a4)
Cyp26b1	ENSRNOG00000015076	2.48083	3.23E-10	cytochrome P450, family 26, subfamily b, polypeptide 1 (Cyp26b1)
Col3a1	ENSRNOG00000003357	1.38085	3.65E-10	collagen type III alpha 1 chain (Col3a1)
Slc6a20b	ENSRNOG00000006010	1.49351	7.50E-10	solute carrier family 6 member 20b (Slc6a20b)
Slc6a13	ENSRNOG00000012876	1.47612	1.71E-07	solute carrier family 6 member 13 (Slc6a13)
Ngfr	ENSRNOG00000005392	1.16095	3.78E-07	nerve growth factor receptor (Ngfr)
Cd74	ENSRNOG00000018735	1.21395	7.18E-07	CD74 molecule (Cd74)
Osr1	ENSRNOG00000004210	3.46218	7.18E-07	odd-skipped related transcription factor 1 (Osr1)
RT1-Bb	ENSRNOG00000032708	1.89288	7.30E-07	RT1 class II, locus Bb (RT1-Bb)
Slc22a6	ENSRNOG00000018215	2.47570	9.39E-07	solute carrier family 22 member 6 (Slc22a6)
Fmod	ENSRNOG00000003183	1.73685	2.41E-06	fibromodulin (Fmod)
Tnnt2	ENSRNOG00000033734	1.53081	5.60E-06	troponin T2, cardiac type (Tnnt2)
Col5a1	ENSRNOG00000008749	1.47249	1.29E-05	collagen type V alpha 1 chain (Col5a1)
Colec12	ENSRNOG00000016366	1.31716	2.49E-05	collectin sub-family member 12 (Colec12)
Crabp2	ENSRNOG00000022101	1.47596	4.36E-05	cellular retinoic acid binding protein 2 (Crabp2)
Fn1	ENSRNOG00000014288	0.68015	5.96E-05	fibronectin 1 (Fn1)
Cdh1	ENSRNOG00000020151	3.03569	5.98E-05	cadherin 1 (Cdh1)
Gpc4	ENSRNOG00000002413	0.64688	1.52E-04	glypican 4 (Gpc4)
Rbp4	ENSRNOG00000015518	1.07312	4.53E-04	retinol binding protein 4 (Rbp4)
Fndc9	ENSRNOG00000006549	0.73824	9.53E-04	fibronectin type III domain containing 9 (Fndc9)
***Up-regulated by PO***				
Olig2	ENSRNOG00000028658	-0.58890	1.94E-07	oligodendrocyte transcription factor 2 (Olig2)
Kcnk16	ENSRNOG00000006422	-1.92925	1.29E-05	potassium two pore domain channel subfamily K member 16 (Kcnk16)
Arc	ENSRNOG00000043465	-1.02244	1.40E-05	activity-regulated cytoskeleton-associated protein (Arc)
Bcl2l15	ENSRNOG00000037149	-2.29616	1.65E-05	Bcl2-like 15 (Bcl2l15)
Ccdc190	ENSRNOG00000025005	-1.43208	3.28E-05	coiled-coil domain containing 190 (Ccdc190)
Nkx6-2	ENSRNOG00000017748	-0.79974	4.37E-05	NK6 homeobox 2(Nkx6-2)
LOC680885	ENSRNOG00000039749	-1.85775	1.14E-04	hypothetical protein LOC680885(LOC680885)
Josd2	ENSRNOG00000019442	-0.58964	1.73E-04	Josephin domain containing 2 (Josd2)
Klk6	ENSRNOG00000031927	-0.81743	1.95E-04	kallikrein related-peptidase 6 (Klk6)
Folr1	ENSRNOG00000019902	-1.42678	1.95E-04	folate receptor alpha (Folr1)
Septin4	ENSRNOG00000007367	-0.58757	2.19E-04	septin 4 (Septin4)
Gjc2	ENSRNOG00000038328	-0.71012	3.30E-04	gap junction protein, gamma 2 (Gjc2)
Saxo4	ENSRNOG00000020620	-0.94092	3.40E-04	stabilizer of axonemal microtubules 4 (Saxo4)
Slc44a4	ENSRNOG00000000878	-1.89611	3.50E-04	solute carrier family 44, member 4 (Slc44a4)
Lrrc36	ENSRNOG00000016854	-1.60202	6.16E-04	leucine rich repeat containing 36 (Lrrc36)
Fa2h	ENSRNOG00000018950	-0.65593	1.08E-03	fatty acid 2-hydroxylase (Fa2h)
Iglon5	ENSRNOG00000017918	-0.68580	1.37E-03	IgLON family member 5 (Iglon5)
Tp73	ENSRNOG00000024707	-1.77753	1.57E-03	tumor protein p73 (Tp73)
Evi2a	ENSRNOG00000022764	-0.68777	1.64E-03	ecotropic viral integration site 2A (Evi2a)
Spef1	ENSRNOG00000021247	-0.60595	1.64E-03	sperm flagellar 1 (Spef1)

STRING functional annotation analysis ( Szklarczyk et al., 2023) revealed a statistically significant protein-protein interaction network (p value < 1.0e-16). Subsequent ClueGO functional analysis ( Bindea et al., 2009) using Cytoscape (Shannon et al., 2003) identified multiple functionally enriched GO Molecular Function terms shared by groups of genes (FDR < 0.05) ( Figure 4). Of these terms, the following ones had the largest number of genes per group if connected to at least one other group: cell adhesion molecule binding (10 genes, padj 7.15E-05, respectively), heparin binding (9 genes, 3.18E-05), regulation of lymphocyte differentiation (7 genes, 0.00116808), AGE-RAGE signaling pathway in diabetic complications (6 genes, 7.02E-04), platelet-derived growth factor binding (4 genes, 2.22E-05), retinoid binding (3 genes, 0.0046291), and nuclear receptor activity (3 genes, 0.00683624) ( Figure 4C). These results reflect PO-induced changes across 28 KEGG and GO pathways, including pathways involved in signal transduction, extracellular matrix organization, and immune and inflammation responses. 

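Genes of collagen chains lay lower after PO exposure in all 7 members that have a name here, and 3 of them, Col3a1, Col5a1 and Col5a2, passed edgeR's test (7 when adjusted over the list alone). The names come largely from genes the authors called in these libraries, so neither count is independent evidence. Col3a1, a fibrillar collagen, fell from 23.8 ± 3.48 to 9.07 ± 2.27 CPM (SD, n = 3), a log2 fold change of -1.39 (standard error 0.18, adjusted p = 0.027 from edgeR). Col5a1 had a log2 fold change of -1.48 (standard error 0.22) and Col5a2 of -0.55 (standard error 0.1), with adjusted p values of 0.027 and 0.0481 from edgeR. Col1a1 stood at 38.8 ± 8.32 and 14.9 ± 7.23 CPM (SD, n = 3; log2 fold change -1.38), with an adjusted p of 0.175 from edgeR and 0.0267 from DESeq2. In the authors' deposited table, the GO term extracellular matrix held 9 called genes, of which 0 had a log2 fold change above 0 in the edgeR fit. Among the 7 collagen genes, 4 passed edgeR without P8, 3 without P13, 1 without C3 or P14 and 0 without C2 or C4. Without C2, C4 or P14 the adjusted p from edgeR was 0.0688, 0.0612 and 0.0775 for Col3a1 and 0.0621, 0.0676 and 0.0607 for Col5a1 (0.074 without C3), and Col5a2 had 0.0506 to 0.159 without any one of the 6 libraries. Of 18 markers of leptomeningeal fibroblasts, the cells of the inner meninges, 4 have a name here and all 4 had lower means after PO exposure, among them Gjb2 (log2 fold change -0.92, adjusted p = 0.0519 from edgeR). The authors called all 4 in these libraries, and Col1a1 and Col1a2 are also among the 7 collagen genes, so the 4 are not independent evidence. The paper draws its statement on these pathways from its STRING and ClueGO results, with terms such as cell adhesion molecule binding and heparin binding, and those tools were not run here.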

The latter category includes genes from the KEGG pathway AGE-RAGE signaling pathway in diabetic complications, such as fibronectin Fn1, endothelial nitric oxide synthase Nos3, and protein kinase C epsilon type Prkce, and those involved in various aspects of antigen processing and T cell regulation, such as various members of the major histocompatibility complex. 

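Fn1, which encodes fibronectin, fell from 26.0 ± 1.15 to 16.1 ± 1.29 CPM (SD, n = 3), a log2 fold change of -0.69 (standard error 0.1, adjusted p = 0.027 from edgeR). Prkce, a protein kinase C, stood at 15.6 ± 3.04 and 8.64 ± 1.37 CPM (SD, n = 3; log2 fold change -0.85), with an adjusted p of 0.0615 from edgeR and 0.00204 from DESeq2. Cd74, the invariant chain that chaperones major histocompatibility complex class II molecules, stood at 26.0 ± 2.12 and 11.1 ± 3.88 CPM (SD, n = 3; log2 fold change -1.22), with an adjusted p of 0.0663 from edgeR and 6.97e-07 from DESeq2. The paper's own AGE-RAGE set comes from ClueGO, and the paper names Nos3 for this pathway. The authors' deposited KEGG table holds another set for it, 7 called genes without Nos3, of which 2 fell in edgeR's test and 5 did not pass it. The number that passed was 3 without P8 or P13, 2 without C3, 1 without P14 and 0 without C2 or C4. Among these 7 genes, Col1a1 and Col1a2 are also markers of leptomeningeal fibroblasts, and both had lower means after PO exposure. Neither passed edgeR (adjusted p of 0.175 and 0.222 from edgeR), and Col1a2 did not pass DESeq2 either (adjusted p = 0.101 from DESeq2). Without C2, C3, C4 or P14 the adjusted p of Fn1 was 0.131, 0.0651, 0.0612 and 0.0607 from edgeR. Nos3 had no name in the sources used here and is given no value.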

The list of specific genes in each category is available in Extended Data Table 2.

**Figure 4.**
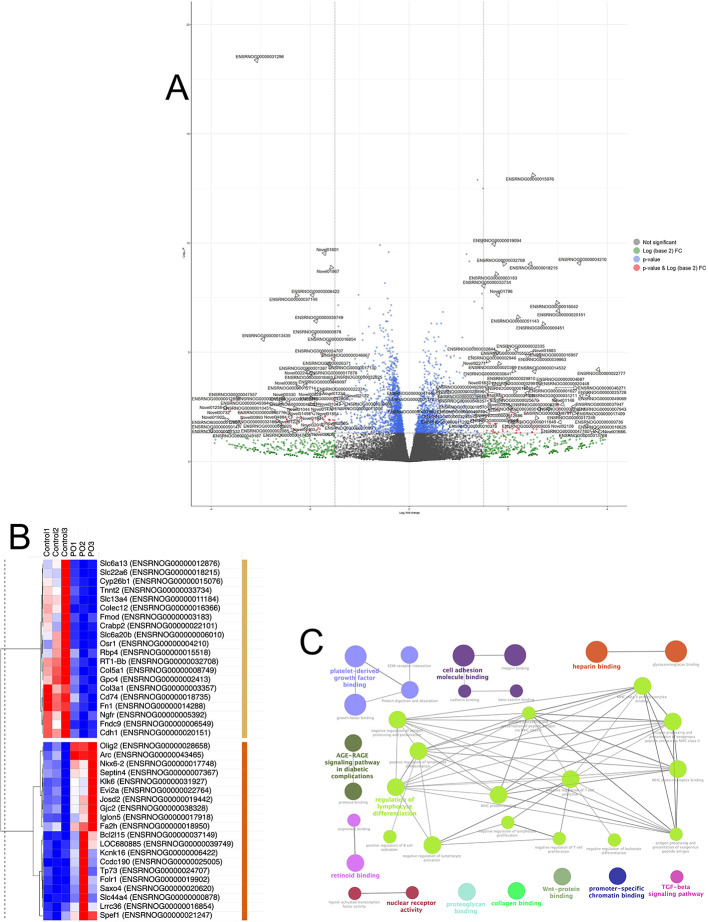
Transcriptome changes in the VMH following acute predator odor exposure. (A) Volcano plot of the differentially expressed genes between control and PO. Non-significant genes are shown in grey; blue and green indicate the gene expression was above one cut-off criterion but not the other (padj and fold change). Significant genes are shown in red, identified by their respective Ensembl IDs (see Extended Data Table 1 for the full list). Black vertical lines highlight log fold changes of –1.5 and 1.5, while black horizontal line represents a padj of 0.05. (B) Heatmap of the top 20 up- and down-regulated by PO genes (built using software.broadinstitute.org/morpheus/) where the color scheme reflects relative individual expression values (normalized median of ratios counts) for each gene, ranging from the minimum values in dark blue, to the maximum values in dark red. Hierarchical clustering of genes is based on 1-Pearson correlation values using average linkage. Clusters of genes up- and down-regulated by PO are marked with brown and yellow bars, respectively. (C) Functional enrichment networks of Gene Ontology Molecular Function, and Immune System Process terms and KEGG pathways of differentially expressed protein-coding genes, visualized using ClueGO Cytoscape plugin, with connectivity measure of kappa score ≥ 0.4 and enriched pathways p value padj ≤ 0.05. Functional groups are shown with different colors, with the terms marked in bold signifying the most essential pathway-defining terms for each major group (see Extended Data Table 2 for the full list).

### 3.5 RNA-sequencing reveals alterations associated with synaptic plasticity, immune, and oxidative stress response

To further explore whether identified DEGs relevant to synaptic plasticity, protein-coding DEGs were annotated using DAVID (The Database for Annotation, Visualization and Integrated Discovery, ver. v2023q3) ( Sherman et al., 2022), resulting in 47 genes annotated with GO terms related to keywords “synaptic”, “neural”, “nervous” or “neuron”. We further used ShinyGO 0.77 ( Ge et al., 2020) to identify 16 over-enriched GO terms with at least two genes per pathway ( Figure 5, Table S3A). Notably, all but two of these pathways (Retinoid binding and Isoprenoid binding) contained genes associated with nervous system functions and/or synaptic plasticity. Likewise, of the top 40 up- and down-regulated DEGs, 15 genes were annotated with nervous system-related terms (Table S3B). Moreover, among DEGs were eight neuronal immediate early genes (IEGs), namely Btg2, Fosb, Arc, Apold1, Egr1, Egr4, Nr4a1, Sgk1 (Table S1), of which Arc was one of the top 20 up-regulated DEGs. 

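All 5 of the IEGs with a name in the sources used here had higher means after PO exposure, and 1, Arc, passed edgeR's test over all genes (5 when adjusted over the list alone). Without P13, 3 passed edgeR (Arc, Egr4 and Fosb), without C3, 2 (Arc and Egr1), without P8, 1, and without C2, C4 or P14, 0. DESeq2 gave all 5 an adjusted p under 0.05. The paper chose these genes on the same libraries, so the counts are not independent evidence. Arc rose from 8.42 ± 1.94 to 16.9 ± 0.253 CPM (SD, n = 3), a log2 fold change of 1.01 (standard error 0.16, adjusted p = 0.0396 from edgeR), with an adjusted p of 0.131, 0.0612 and 0.07 without C2, C4 or P14. Fosb, a subunit of the AP-1 transcription factor, had a log2 fold change of 1.49 (standard error 0.35, adjusted p = 0.0787 from edgeR and 0.00202 from DESeq2). Egr1, a zinc finger transcription factor, stood at 34.8 ± 11.6 and 64.1 ± 5.85 CPM (SD, n = 3; log2 fold change 0.88), with an adjusted p of 0.162 from edgeR and 0.0361 from DESeq2. Egr4 and Btg2 had log2 fold changes of 0.69 and 0.6 (standard errors 0.14 and 0.13), with adjusted p values of 0.0615 and 0.0673 from edgeR.

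**Figure D2:**
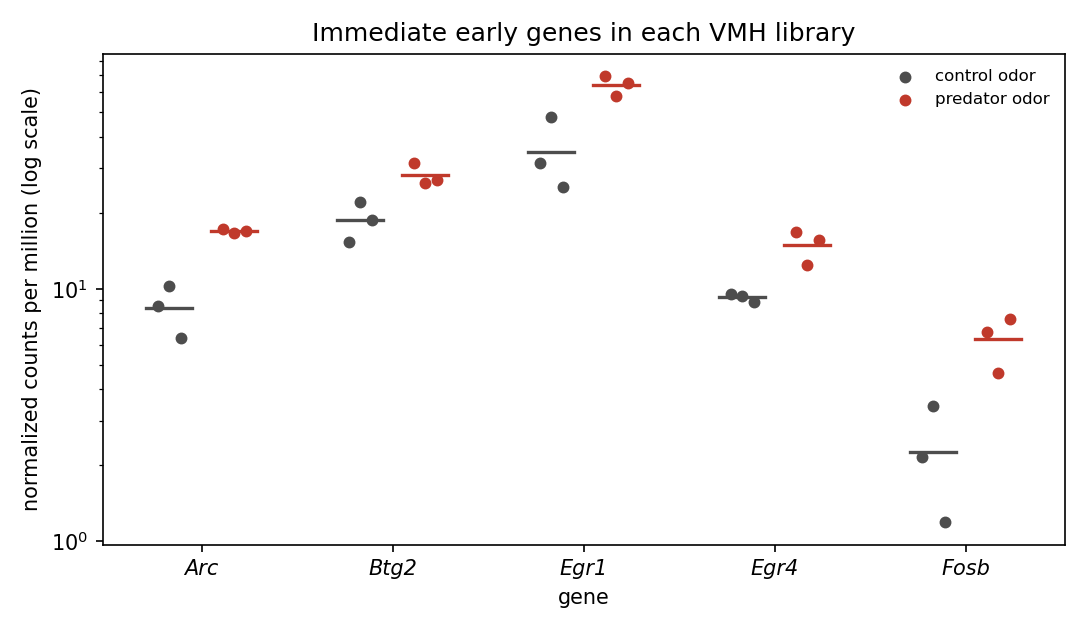
CPM (log scale) of 5 IEGs, with 1 point per library and a line at the mean of each group. In each gene the 3 PO libraries lie above the 3 control odor libraries.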

Arc, activity-regulated cytoskeleton-associated protein, translocates from the nucleus to cell dendrites in an activity dependent manner, where, after rapid translation, it interacts with F-actin to potentially modify dendritic spines ( Pinaud and Tremere, 2006). There are also many other DEGs with known involvement in synaptic plasticity, including Bcas1 (brain enriched myelin associated protein 1), Cdh1 (cadherin 1), multiple collagen chain genes, multiple members of the solute carrier family, Septin4, Syndig1 (synapse differentiation inducing 1), and Snap91 (synaptosome associated protein 91).

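Of the 8 solute carrier genes with a name in the sources used here, 3 fell after PO exposure in edgeR's test, none rose, and 5 did not pass (8 passed when adjusted over the list alone, which is not independent, since these genes were called in the same libraries). DESeq2 called 2 of them higher and 5 lower and gave no adjusted p to Slc22a2. In edgeR, 4 of the 8 passed without P8, 3 without P13, 2 without C2, 1 without C3 or C4 and 0 without P14. Slc6a13, a GABA transporter, fell from 18.3 ± 6.22 to 6.51 ± 0.839 CPM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.23, adjusted p = 0.0481 from edgeR). Slc22a6, an organic anion transporter, had a log2 fold change of -2.47 (standard error 0.41, adjusted p = 0.0481 from edgeR). Slc44a4 stood at 2.23 ± 0.316 and 8.25 ± 5.9 CPM (SD, n = 3; log2 fold change 1.88), with an adjusted p of 0.133 from edgeR and 0.000345 from DESeq2. Cdh1, an adhesion molecule of epithelial cells, stood at 3.38 ± 0.586 and 0.403 ± 0.427 CPM (SD, n = 3; log2 fold change -3.01, standard error 0.67, adjusted p = 0.0842 from edgeR). Septin4, a cytoskeletal GTPase, had a log2 fold change of 0.58 (standard error 0.17), with an adjusted p of 0.156 from edgeR and 0.000217 from DESeq2. From edgeR, Slc6a13 had an adjusted p of 0.0921, 0.0533, 0.0562, 0.0627 and 0.134 without C3, C4, P8, P13 or P14, and Slc22a6 of 0.116, 0.067, 0.0658, 0.0561 and 0.127 without C2, C3, C4, P13 or P14. Without P13, Slc44a4 had a log2 fold change of 1.12 (adjusted p = 0.0476 from edgeR), and without P8, Cdh1 had one of -4.22 (adjusted p = 0.0325 from edgeR). Igfbp2, a marker of leptomeningeal fibroblasts, stood at 54.6 ± 17.5 and 10.1 ± 6.42 CPM in the same libraries (SD, n = 3). Bcas1, Syndig1 and Snap91 had no name in the sources used here and are given no value.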

**Figure 5.**
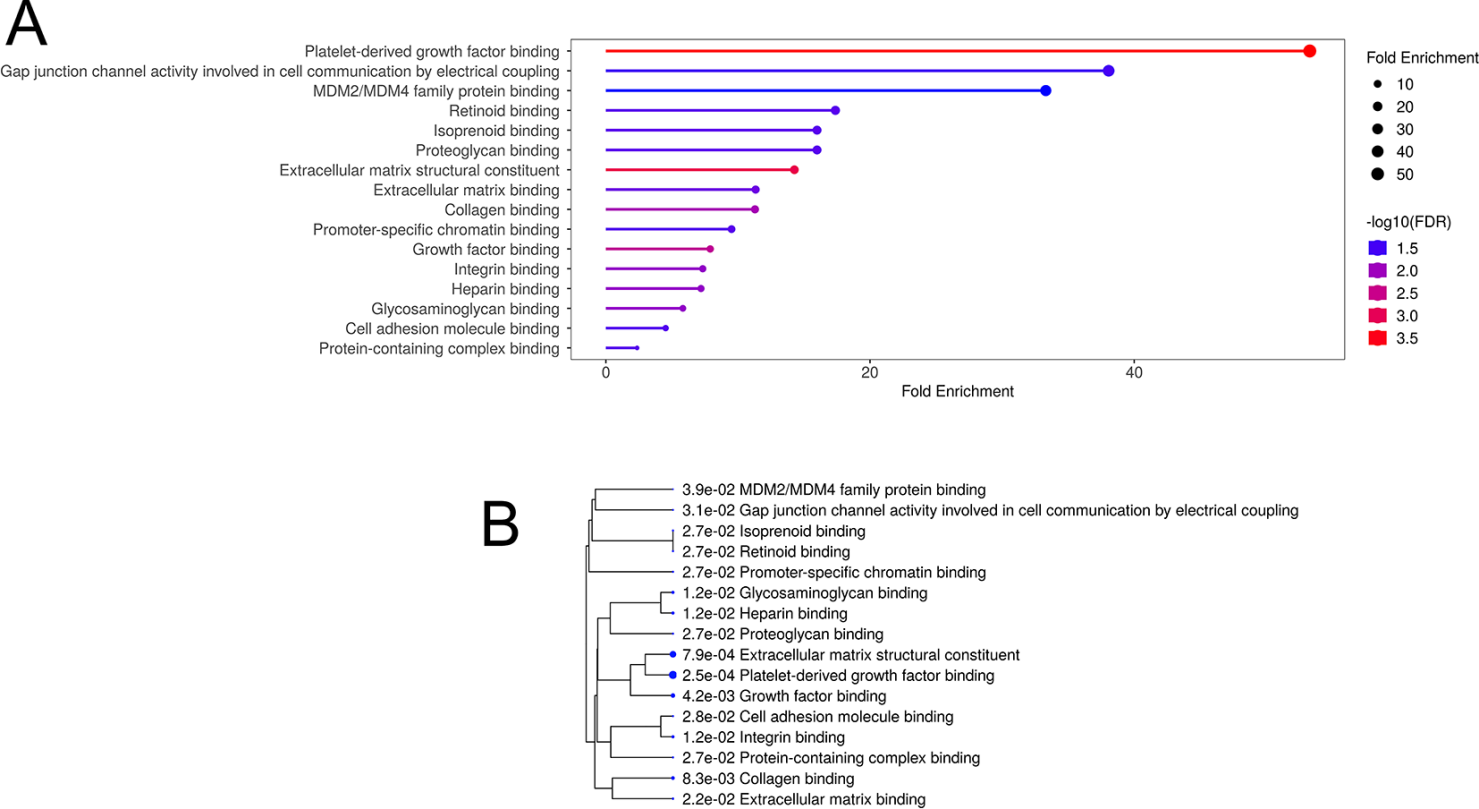
Over-enrichment (A) and hierarchical clustering (B) of significantly enriched Gene Ontology Molecular Function pathways, where pathways that share genes cluster together. Bigger dots indicate smaller p-values. Each pathway includes at least two genes, with FDR cut-off of 0.05.

Moreover, 18 genes were annotated with immune and inflammation-related GO terms, per DAVID ( Sherman et al., 2022) (Extended Data Table 3), of which 8 also have neural-related functions, as listed above. These 8 genes include Axl, Isl1, RT1-Da, Nfatc4, Nr4a1, Prkce, Tp73, and Col3a1, with functions ranging from regulation of T cells to macrophage activation, to cytokine signaling. 

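Axl, a receptor tyrosine kinase that takes part in the clearance of dying cells, stood at 18.4 ± 0.78 CPM in control odor and 12.0 ± 1.5 CPM in PO libraries (SD, n = 3), a log2 fold change of -0.62 (standard error 0.12), with an adjusted p of 0.0535 from edgeR and 0.00431 from DESeq2. Isl1, a LIM homeobox transcription factor, had a log2 fold change of -0.84 (standard error 0.19, adjusted p = 0.0697 from edgeR and 0.0117 from DESeq2). Nfatc4, a calcium-regulated transcription factor, stood at 8.07 ± 0.553 and 4.52 ± 0.578 CPM (SD, n = 3), with an adjusted p of 0.0627 from edgeR and 0.00974 from DESeq2. Tp73, a transcription factor of the p53 family, stood at 2.37 ± 0.957 and 8.08 ± 5.35 CPM (SD, n = 3; log2 fold change 1.77), with an adjusted p of 0.173 from edgeR and 0.00156 from DESeq2. Without P13 the log2 fold change of Tp73 was 1.1 (adjusted p = 0.109 from edgeR). Of the 7 genes of this set with a name in the sources used here, 1, Col3a1, passed edgeR's test and all 7 passed DESeq2. Without P13, 4 passed edgeR (Axl, Isl1, Prkce and Col3a1), and 2 passed without P8, 1 without C3 and 0 without C2, C4 or P14. The paper chose them on the same libraries, so the counts are not independent evidence. Nr4a1 had no name in the sources used here and is given no value.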

The latter two genes are also part of the top 40 up- and downregulated DEGs, respectively. Likewise, 16 genes were annotated with GO terms related to oxidative stress and hypoxia, of which 6 were related to neural-related functions, namely, Axl, Egr1, Ngfr, Palld, Prkce, and Tspo, with Ngfr being a part of top 20 down-regulated DEGs.

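Ngfr, the low-affinity receptor of neurotrophins, fell from 19.9 ± 3.24 to 8.82 ± 1.57 CPM after PO exposure (SD, n = 3), a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.027 from edgeR). Without C2, C4 or P14 its adjusted p was 0.104, 0.0612 and 0.0549 from edgeR. Tspo, a protein of the outer mitochondrial membrane, stood at 7.74 ± 0.978 and 12.4 ± 1.54 CPM (SD, n = 3), a log2 fold change of 0.68 (standard error 0.15), with an adjusted p of 0.0679 from edgeR and 0.0106 from DESeq2. Palld had no name in the sources used here and is given no value.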

## 4. Discussion

The VMH is required for optimal regulation of energy balance and does so through its control of the autonomic nervous system and its complex pathways with other hypothalamic nuclei and brain regions ( Dhillon et al., 2006; King, 2006; Xu et al., 2010; Kim et al., 2011, 2012; Ramadori et al., 2011). The VMH also plays an important role in regulating metabolic and behavioral responses to predator threat, during which peripheral thermogenesis and EE are increased ( Dielenberg et al., 2001, 2004; Silva et al., 2013, 2016; Cheung et al., 2015; Kunwar et al., 2015; Viskaitis et al., 2017; Shemery et al., 2023). While this dual-processing role of the VMH has been well established, the cellular and molecular mechanisms involved in VMH metabolic control in the context of predator threat are not fully understood. Here, we sought to provide an initial exploration of gene expression changes within the VMH at time points associated with peak and returned-to-baseline skeletal muscle temperatures following PO exposure ( Figure 1). First, we established a temporal profile for VMH *Sirt1*, *Bdnf*, and *Sf1* expression following PO exposure, with increased expression of *Bdnf* and *Sirt1* after 4 hr of PO exposure but not 30 min. Interestingly, *Sf1* levels were not significantly altered following either 30 min or 4 hr of PO exposure. As predicted, PO exposure increased corticosterone levels after 30 min of PO exposure, but despite continued PO exposure, corticosterone levels decreased to control levels after 4 hrs. 

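Eogt, a glycosyltransferase of the endoplasmic reticulum, fell after PO exposure from 5.63 ± 0.766 to 2.28 ± 0.311 CPM (SD, n = 3), with an adjusted p of 0.0428 from edgeR (0.157, 0.129, 0.0612, 0.0544 and 0.0607 without C2, C3, C4, P8 or P14). It is among the 173 genes of the authors' deposited table of called genes, of which 68 were higher and 105 lower after PO exposure. The authors' deposited GO table lists 65 terms with a corrected p under 0.05, and their deposited KEGG table lists 28 pathways. The paper's discussion states 164 genes, 65 GO terms and 33 KEGG pathways, so the numbers of genes and KEGG pathways differ from the deposited ones. Of the 26 genes that edgeR called at 1.5-fold, 21 were in the table of called genes. Of the table's 158 genes with an adjusted p from DESeq2, 155 passed at any fold. The table holds 66 of the 240 genes that DESeq2 called at 1.5-fold and 19 of the 40 genes of Table 2, and 84 of its genes reach 1.5-fold by DESeq2's estimate.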

Next, RNA-sequencing identified 164 DEGs, 65 enriched GO terms and 33 enriched KEGG pathways. Altogether, these results reveal important themes of immune and oxidative stress responses, and synaptic plasticity in the VMH in response to predator threat.

### 4.1 Implications of the temporal profiles for *Sirt1*, *Bdnf*, and *Sf1*

*Sirt1*, *Bdnf*, and *Sf1* are metabolically responsive genes in the VMH implicated in the regulation of skeletal muscle metabolism. We have found that PO exposure consistently induces peak skeletal muscle thermogenesis within 15-30 min ( Gorrell et al., 2020), after which it gradually declines, reaching baseline at 4 hr ( Figure 1), thus we opted to measure *Sirt1*, *Bdnf*, and *Sf1* mRNA levels at these thermogenically relevant time points. Our results show that *Sirt1*, *Bdnf*, and *Sf1* were not significantly altered after 30 min of PO exposure ( Figure 3). This suggests that while VMH expression of these genes may modulate peripheral metabolism, their transcription may not be necessary for the immediate thermogenic response to PO exposure. Further, *Sirt1* and *Bdnf* mRNA levels were significantly increased following 4 hr of PO exposure, a time point associated with returned-to-baseline thermogenesis. Thus, VMH *Sirt1* and *Bdnf* may not be necessary for an acute induction of muscle thermogenesis, but instead have roles associated with the thermogenic or predator-stress outcomes. SIRT1 is a nicotinamide adenosine dinucleotide (NAD ^+^)-dependent histone deacetylase believed to have cell-protecting effects in response to metabolic changes and environmental stressors ( Chang and Guarente, 2014). However, there are conflicting reports on the benefits of SIRT1 expression in the hypothalamus. For example, Ramadori et al. (2011) and Cakir et al. (2009) assert that, following reduced energy availability, SIRT1 expression increases in the hypothalamus, whereas Sasaki et al. (2010) found the opposite. Because predator escape is energetically costly and we have shown heightened skeletal muscle thermogenesis that persists for nearly 4 hours ( Figure 1), it is possible that the delayed increase in *Sirt1* mRNA was a response to depleted energy availability secondary to the thermogenic processes. This would seem inconsistent with reports demonstrating that VMH SIRT1 expression increases insulin-stimulated glucose uptake in skeletal muscle and is associated with increased EE, though ( Ramadori et al., 2011; Aras et al., 2019). Because increased SIRT1 activity has been reported in the brain following acute PO exposure ( Yu et al., 2018), it is possible that the delayed increase in *Sirt1* mRNA observed here was a response to psychological stress. Interestingly, Libert et al. (2011) suggest that whole brain SIRT1 likely integrates metabolic and predatory information such that food scarcity and high predation are associated with high brain SIRT1, resulting in vigilance and reduced exploration. Due to the unique role of the VMH in processing predator threat and metabolic responses including skeletal muscle metabolism, the timing and function of SIRT1 expression may be complex.

Delayed increase in *Bdnf* mRNA following PO exposure was unexpected given that VMH BDNF microinjection immediately increases EE ( Wang et al., 2010) and a single glucose injection rapidly increases VMH BDNF expression ( Unger et al., 2007). It is possible that delayed increase in *Bdnf* mRNA may implicate its role in stress-induced synaptic plasticity. Glucocorticoids, including corticosterone, interact with BDNF in the brain to modify synapses and these interactions are associated with stress and depression resilience ( Tapia-Arancibia et al., 2004; Kunugi et al., 2012; Jeanneteau and Chao, 2013; Numakawa et al., 2013; Daskalakis et al., 2015). Not only have glucocorticoid-BDNF interactions been confirmed in the hypothalamus following stress, but BDNF in VMH SF-1 neurons modifies GABAergic inputs onto SF-1 cells ( Tapia-Arancibia et al., 2004; Jeanneteau et al., 2012; Jo, 2012). The data reported here data reveal an unexpected but novel finding regarding the temporal relationships among *Sirt1*, *Bdnf*, and *Sf1* mRNA expression in the VMH following acute PO exposure. Given the roles of sirtuins and BDNF in metabolic homeostasis and adaptation, and their overlap in expression with SF-1, it is possible that the delayed elevation of transcription in these cells results from an increase in neuronal activity, which could alter sympathetic outflow to muscle and thereby modulate thermogenesis ( Tran et al., 2006; Ramadori et al., 2008; Wang et al., 2010; Kamitakahara et al., 2016; Yang et al., 2016; Khodai and Luckman, 2021; Watts et al., 2024). While the expression of these genes may not be necessary for the immediate thermogenic response to a single PO exposure, they may have roles in regulating subsequent thermogenic or behavioral adaptation to PO. Multiple additional metabolic targets not examined here, including leptin and insulin receptors as well as glucose sensors, modulate metabolic outflow through actions in the VMH ( Hirschberg et al., 2020; Fosch et al., 2021; Khodai and Luckman, 2021). It remains possible that one or more of these factors may link the detection of predator threat to the subsequent elevation in thermogenesis and metabolic rate ( Gorrell et al., 2020).

### 4.2 Oxidative stress and immune responses

Inflammation and oxidative stress are distinct processes but are closely connected and can have a reciprocal relationship. Brain oxygen consumption is high, making it vulnerable to oxidative stress which can trigger inflammation ( Leszek et al., 2016). In turn, brain inflammation can induce oxidative stress ( Muriach et al., 2014). 

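Gstm1 and Gstt3, which encode glutathione transferases, rose after PO exposure. Gstm1 stood at 208 ± 15.6 CPM in control odor and 291 ± 28.2 CPM in PO libraries (SD, n = 3), a log2 fold change of 0.48 (standard error 0.08, adjusted p = 0.0428 from edgeR). Gstt3 stood at 61.4 ± 4.74 and 83.9 ± 4.59 CPM (SD, n = 3), a log2 fold change of 0.45, with an adjusted p of 0.0396 from edgeR. Gstm1 and Gstt3 lay under the paper's 1.5-fold threshold, a log2 fold change of 0.585. Without C2, C3, C4 or P14 the adjusted p from edgeR was 0.157, 0.109, 0.0748 and 0.102 for Gstm1 and 0.145, 0.1, 0.0612 and 0.0722 for Gstt3. No gene list on antioxidant defence, hypoxia or inflammation was tested, since none of their members (0 of 23, 0 of 16 and 0 of 18) has a name in the sources used here. Those sources are Table 2 and the authors' tables of called genes and KEGG pathways, so no listed member appears by name among the genes called there. They leave 162 of the 240 genes that DESeq2 called at 1.5-fold without a name, and listed members may be among those. The paper drew its oxidative stress and hypoxia genes from DAVID annotations of its own list, which were not analysed here.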

Our RNA-sequencing results suggest that acute PO exposure may rapidly alter immune and oxidative stress responses within the VMH. Indeed, predator threat alters oxidative stress and inflammatory responses in the brain, but no previous reports have specifically implicated VMH inflammation ( Toumi et al., 2013; Wilson et al., 2013; Mejia-Carmona et al., 2014, 2015). Mejia-Carmona et al. (2015) reported that recurrent PO exposure across 6 days led to increased manganese-dependent mitochondrial superoxide dismutase (MnSOD) in the hypothalamus, indicating that the hypothalamus engaged a protective antioxidant response to an early increase of superoxide radicals. The inflammatory effect of predator threat on the hypothalamus is less consistent. Plata-Salaman et al. (2000) found that neither acute nor repeated exposure to a ferret increased proinflammatory cytokines in rats, while Barnum et al. (2012) reported that acute exposure to an aggressive rat increased proinflammatory cytokines in mice for up to 8 hr. Regardless, prolonged or chronic predator threat is associated with post-traumatic stress disorder (PTSD) and accelerated aging, which are clinically intertwined with major health issues including cardiovascular disease, metabolic dysregulation, and dementia ( Oosthuizen et al., 2005; Epel, 2009; Wilson et al., 2013; Mellon et al., 2018).

Interestingly, PO exposure also alters expression of several genes in the KEGG Toxoplasmosis pathway, namely, RT1-Bb and RT1-Da. 

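RT1-Bb, a chain of a major histocompatibility complex class II molecule, fell from 7.51 ± 1.15 to 1.99 ± 0.836 CPM (SD, n = 3), a log2 fold change of -1.9 (standard error 0.28, adjusted p = 0.027 from edgeR). Without C2, C3, C4 or P14 its adjusted p was 0.0705, 0.0728, 0.0726 and 0.0549 from edgeR, and that of RT1-Ba was 0.131, 0.0728, 0.0764 and 0.0607. DESeq2 gave no adjusted p to RT1-Ba. RT1-Da, a chain of another class II molecule, stood at 6.24 ± 1.09 and 1.83 ± 1.2 CPM (SD, n = 3; log2 fold change -1.75), with an adjusted p of 0.1 from edgeR and 0.00134 from DESeq2. The authors' deposited KEGG table lists 4 called genes in the Toxoplasmosis pathway, of which 2, RT1-Bb and RT1-Ba, fell in edgeR's test (3 passed without P8 or P13 and 0 without C2, C3, C4 or P14). The fourth of them, an unannotated transcript named Hspa8 there, had a log2 fold change of 0.34 (standard error 0.07, adjusted p = 0.0583 from edgeR). RT1 genes resemble each other, so the counts of each are uncertain.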

Changes in this pathway are intriguing given that infection with *Toxoplasmosa gondii* markedly attenuates rats’ behavioral response to predators ( Berdoy et al., 2000). Ultimately, our RNA-sequencing results reveal the potential for acute PO exposure to rapidly alter multiple stress-response pathways in the VMH. It will be critical to understand if or how these alterations are associated with the induction of skeletal muscle thermogenesis as well as behavioral responses to predator threat.

### 4.3 Synaptic plasticity

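Camk2a, a calcium-dependent kinase of the postsynaptic density, stood at 121 ± 1.21 CPM in control odor and 92.2 ± 11.6 CPM in PO libraries (SD, n = 3), a log2 fold change of -0.39 (standard error 0.08), with an adjusted p of 0.0627 from edgeR and 0.00256 from DESeq2. Gria2, a subunit of AMPA receptors, had a log2 fold change of -0.32 (standard error 0.07, adjusted p = 0.0627 from edgeR and 0.00618 from DESeq2). Of the 30 genes listed for synaptic plasticity, 3 have a name in the sources used here, and 0 of these passed edgeR's test or limma voom, while all 3 had an unadjusted p under 0.05 from edgeR and passed DESeq2. Without P13, 2 of the 3 passed edgeR, Camk2a (adjusted p = 0.0288 from edgeR) and Prkce (adjusted p = 0.044 from edgeR), and none did without another library. These 3 genes have a name because the authors called them in these libraries, so the counts are not independent evidence. With so few members named, the list as a whole was not tested.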

The DEGs and enriched pathways identified via RNA-seq suggest that acute PO exposure may alter synaptic plasticity in the VMH. Synaptic plasticity in the adult hypothalamus has been highly investigated since it was first observed in the 1980s ( Theodosis et al., 1981, 1986; Theodosis and Poulain, 1984, 1987; Tweedle and Hatton, 1984; Chapman et al., 1986). Hypothalamic synapses and their astrocytes undergo morphological changes in response to gestation ( Theodosis and Poulain, 1984), lactation, ( Theodosis et al., 1981, 1986; Theodosis and Poulain, 1984; Stern and Armstrong, 1998) and dehydration ( Tweedle and Hatton, 1984; Chapman et al., 1986; Miyata et al., 1994). Several hypothalamic nuclei, especially the VMH, undergo changes in dendritic arborization and spine density in response to gonadal hormones and sexual behavior ( Frankfurt et al., 1990; Parducz et al., 1993; Garcia-Segura et al., 1994a, 1994b; Xiong et al., 1997; Calizo and Flanagan-Cato, 2000; Calizo and Flanagan-Cato, 2002; Flanagan-Cato et al., 2006; Griffin and Flanagan-Cato, 2008). Importantly, hypothalamic plasticity is also critical for energy homeostasis ( Horvath et al., 1999; Bouret et al., 2004; Horvath and Diano, 2004; Horvath, 2005; Horvath and Gao, 2005; Andrews et al., 2008; Benani et al., 2012; Hu et al., 2014; Qi and Yang, 2015; Dodd et al., 2018). Feeding circuits within the arcuate nucleus (ARC) undergo rapid, plastic changes that consistently flip-flop in response to satiety and hunger signals ( Pinto et al., 2004; Yang et al., 2011). Interestingly, the VMH projects excitatory synaptic inputs to pro-opiomelanocortin neurons in the ARC that become diminished during fasting ( Sternson et al., 2005). Fasting also causes alterations in dendritic arborization and soma size within the VMH ( Flanagan-Cato et al., 2008). Taken together, these findings suggest that the VMH has the capacity for synaptic plasticity in response to behavioral states that it regulates as well as metabolic state.

Though not directly implicated, there is also evidence to suggest that the VMH likely undergoes synaptic plasticity following acute PO exposure. Silva et al. (2016) demonstrated that the VMH was necessary for the acquisition and expression of fear memory following a single, acute predator exposure ( Silva et al., 2016). Moreover, expression of a protein in the voltage-dependent calcium channel complex, Alpha2delta-1, in VMH SF-1 neurons controls excitatory synaptogenesis to modulate sympathetic activation of skeletal muscle ( Lau et al., 2016). This suggests that sympathetic activation induced by PO could result from rapid, plastic changes within the VMH, or to other brain regions directly innervated by VMH neuronal afferents. Indeed, VMH stimulation induces hippocampal plasticity ( Ying et al., 2012). Importantly, predator stress induces plasticity in a variety of brain regions ( Adamec et al., 1999, 2003; Li et al., 2004; Adamec et al., 2006; Thomas et al., 2006; Park et al., 2008; Zoladz et al., 2012; Mitra, 2019), including the hypothalamus ( Inoue et al., 2013). A single episode of acute PO exposure induces long-term potentiation at GABA synapses in another hypothalamic nucleus, the paraventricular nucleus of the hypothalamus, which may sensitize future stress responses because GABA synapses become excitatory during acute stress ( Inoue et al., 2013). It is also important to note that acute predator stress does not appear to alter the proliferation or survival of neurons, suggesting our plasticity-associated DEGs are likely mediating plasticity in existing neurons rather than neurogenic processes ( Lau et al., 2016). Thus, combined with our results, it seems highly probable that the VMH undergoes plasticity following acute PO exposure. This is not surprising given the critical survival value of avoiding food-seeking behavior during predator threat ( Viskaitis et al., 2017) as well as avoiding predation altogether ( Monarca et al., 2015).

The VMH, including SF1 neurons, form a complex network promoting the ability to cope with challenges, both metabolic and contextual, such as acute threat or chronic stress ( Kim et al., 2012; Shao et al., 2022). Cell clusters in the VMH have been linked to a range of behaviors including mating and aggression, where the key feature linked to a cell cluster appears to be the stimulus rather than the projection pattern ( Kim et al., 2019). Similarly, cell clusters within the VMH-SF1 population are tied to specific aspects of the threatening stimulus, such as imminence of danger or object identification ( Cheung et al., 2024). VMH cell populations, including SF1 neurons, mediate other physiological effects though altering SNS outflow sensitivity, including the ability of chronic stress to promote bone loss ( Idelevich et al., 2018; Yang et al., 2020; Liu et al., 2021; Shao et al., 2023). Chronic stress alters VMH firing patterns, and this altered firing is linked to changes in behaviors—including anxiety-like behavior and food intake—along with alterations in peripheral metabolic control ( Shao et al., 2022). With respect to behavior, evidence points to discrete neural circuits, for example the VMH projection to the paraventricular thalamus for the suppression of food intake seen after activation of SF1 VMH neurons ( Zhang et al., 2020). Altogether, this implies that the predator-threat stimulus modulates a specific SF1 cell population to influence the behavioral response to predator threat along with SNS outflow to spur skeletal muscle thermogenesis, though the identity of the cells and the output patterns have yet to be identified. The current dataset implicates synaptic plasticity within the VMH as a part of the VMH adaptation to external threat or challenge.

### 4.4 Limitations

The rapid and delayed changes in VMH gene expression upon predator-threat challenge remain correlational at this point as the alterations shown here may or may not be part of the specific mechanism underlying the thermogenic response to predator threat. Examination of a single time point limits the interpretation of our RNA-sequencing results. For example, reduced mRNA levels could stem from rapid translation of available transcripts before transcription is able to replenish the supply in which case, despite appearing downregulated, gene expression is important. Indeed, genes are transcribed and translated at variable rates depending on the gene, the tissue, the conditions, and new, mature mRNA can take up to an hour to be transcribed at noticeably altered levels ( Ressler et al., 2002; Sirri et al., 2010). Other limitations to our findings are the inherent flaws in RNA-sequencing ( Ozsolak and Milos, 2011; Zheng et al., 2011; Liu et al., 2014). RNA-sequencing lends itself to unavoidable biases due to technological limitations such as cDNA library construction artifacts, transcript mapping, read-count normalization, and GO analyses ( Ozsolak and Milos, 2011). Nonetheless, not only have major technological advances led to more reliable RNA-sequencing results, but the preservation of raw data allows for future re-analysis. Finally, the wide range of predator threat exposure protocols can hamper generalization or direct comparison to existing reports of PO-induced alterations in behavior, metabolism, or their underlying mechanisms.

In conclusion, these results are the first to reveal gene expression changes in the VMH following a single episode of PO exposure. Acute PO exposure rapidly modifies gene expression in the VMH at a time point that correlates with peak skeletal muscle thermogenesis, and implicates genes involved in immune and oxidative stress responses as well as synaptic plasticity. The transcription of *Sirt1* and *Bdnf*, genes implicated in skeletal muscle metabolism, are not significantly increased until 4 hr, when PO-induced thermogenesis resolves to baseline levels. Our data provide an excellent foundation from which we can guide exploration of VMH regulation of SNS activation following predator odor. Understanding these mechanisms could potentially lead to untangling the pathways that control stress and metabolic responses.

## Ethical considerations

Experiments involving rats were carried out with approval by the Kent State University Animal Care and Use Committee (approval number 460CN18-04) in accordance with the ethical guidelines provided in the Guide for the Care and Use of Laboratory Animals as well as the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC). Efforts were made to ameliorate suffering and minimize distress of animals using analgesics before and after surgical procedures, anesthesia using inhaled isoflurane (5% for induction, 2-3% for maintenance), and habituation prior to exposure to potentially stressful contexts.

## Data Availability

Repository: RNAseq data are deposited in NCBI GEO. Accession number: GSE142617; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142617. Open access software for statistical analysis can be found at https://www.r-project.org/. Tables S1-S3 are available through Figshare: ( Piontkivska et al., 2024) https://doi.org/10.6084/m9.figshare.25593420 **
Table S1.** Differentially expressed genes in response to predator odor. Columns H through M show DESeq2-normalized counts for control animals (H through J, and those exposed to predator odor, columns K through M). Gene symbol and description are per Biomart Ensembl annotations. 1 in column Q indicates which DEGs are protein-coding. **
Table S2.** Functional enrichment networks of Gene Ontology Molecular Function, and Immune System Process terms and KEGG pathways of differentially expressed protein-coding genes, visualized using ClueGO Cytoscape plugin, with connectivity measure of kappa score ≥ 0.4 and enriched pathways p value padj ≤ 0.05. Column L lists genes that are part of the respective GO categories and pathways listed in column B. **
Table S3A.** Enriched Gene Ontology pathways among differentially expressed genes in response to predator odor. Each pathway has at least two genes, with FDR cut-off of 0.05. Nervous-system related Gene Ontology term annotations among differentially expressed genes in response to predator odor. Per DAVID (The Database for Annotation, Visualization and Integrated Discovery, ver. v2023q3). doi: 10.6084/m9.figshare.25593420. Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0). Animal experiments adhere to ARRIVE guidelines. Repository: Figshare Project title: Supplementary Tables for Shemery, A., Gibson, M., Gorrell, E., Daniel, D., Piontkivska, H., and Novak, C.M., “RNA-sequencing Reveals Altered Gene Expression in the Ventromedial Hypothalamus Following Predator Odor Exposure”. ( Piontkivska et al., 2024). DOI: https://doi.org/10.6084/m9.figshare.25593420.v2 License: CC BY 4.0

How the deposited data were processed for this re-analysis (not part of the article)

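The VMH of 6 rats was analysed, 3 exposed to control odor and 3 to PO for 20 minutes, with 1 library per rat. The labels give an age of 10 months. Libraries were grouped by the submitters' labels, and no batch, pairing or shared replicate number is given for them.

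The authors deposited raw counts per gene, made by filtering the reads, aligning them with HISAT2 v2.1.0-beta to Ensembl Rnor_5.0 version 79 and counting with HTSeq v0.6.1 in union mode, as the paper states. The submitters' processing notes name CASAVA 1.8, HISAT2, HTSeq and DESeq. The deposited FPKM table was computed by the authors from the same counts, since 1 whole length per gene fits every library to within 0.0018. The deposited group means headed as FPKM are a signal of another kind, size-factor-normalized counts, to a relative deviation of 5.0e-15. The deposited quality and mapping tables give percent values per library. The authors' tables of called genes, GO terms and KEGG pathways give p-values, and the first also a log2 fold change, from their own comparison. How the unannotated transcripts were made is not given in the sources used here.

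From the counts, edgeR 4.0.16 in R 4.3.3 was run with TMM normalization, filterByExpr and a robust quasi-likelihood fit. It tested 16685 genes, with a common biological coefficient of variation of 0.142. DESeq2 1.42.0, the paper's tool in another version, was run with its default size factors and a filtering level of 0.05, and gave an adjusted p to 13707 genes. An adjusted p that DESeq2 left empty was kept empty. limma 3.58.1 was used for voom. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The thresholds were those of the paper, an adjusted p of 0.05 and a 1.5-fold change. Replicate correlations used log10(FPKM+1). Library totals lay between 15835375 and 20316213 counts.

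Names were taken from Table 2 (40 IDs), the authors' table of called genes (130 IDs) and Entrez IDs in the authors' KEGG table (5 IDs), and 28864 IDs have no name here. The named genes were every gene the paper names for this experiment that has an ID, the 12 with the largest log2 fold change in each direction among edgeR's calls whose groups do not overlap, and of each gene list the members past edgeR's threshold, or the 4 with the smallest p where none or more than 4 passed. The values of Table 2 had been seen in the paper before this rule was written. Gapdh, Cck, Nos1, Hspa8, Eogt, Nktr and Apeg3 were added after their values were seen. The 26 gene lists were written after the paper's results on these libraries had been seen, and the list of IEGs was taken from the paper. None of the 26 has 80% of its members named (the highest share is 62.5%, and 19 lists have no member named). The planned list tests and list scores would therefore be void and were not run, nor were fits with a leptomeningeal or ependymal score as a covariate.

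The tests were also run on simulated data with 200 changed genes. The counts were drawn at the real means and library sizes and at the dispersions that edgeR had fitted to the real counts. DESeq2 recovered 35.8% of 1.5-fold, 71.6% of 2-fold and 92.4% of 4-fold changes with 14.7% of its calls false, and voom 28.4%, 67.2% and 92.4% with 9.4% false. These shares of false calls, and that of edgeR, lie above the nominal level of the adjustment. In the simulated data edgeR, DESeq2 and voom called 141, 156 and 138 genes, but 59, 865 and 3 in the real data. The simulated shares may therefore not hold for the real libraries. Alternatives covered normalization, filters on low counts, the dispersion estimate, the test, the fold threshold, unannotated transcripts and each replicate left out. Removal of a gene length trend and DESeq2's default filtering level of 0.1 were added after the data were seen. Some genes of Table 2 are not reported here. Protein-coding status, STRING, ClueGO, DAVID and ShinyGO were not analysed here.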

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

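The test on the share of one tissue and the removal of the length trend were chosen only after the results were seen. Of edgeR's 26 calls at 1.5-fold, 11 are of genes that the paper's text and Table 2 do not name, 7 with a name and 4 without. All levels are CPM over 3 libraries per group.

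Higher after PO exposure were ENSRNOG00000018121 (log2 fold change 4.39, adjusted p = 1.71e-06 from edgeR, 0.901 ± 0.317 against 19.2 ± 0.576 CPM), AABR07015831.1 (3.04, adjusted p = 0.000722 from edgeR), ENSRNOG00000013439 (2.89, adjusted p = 0.0481 from edgeR) and Krt17, a keratin (1.6, adjusted p = 0.0481 from edgeR). ENSRNOG00000018121 and AABR07015831.1 passed in each of their 15 alternatives, with adjusted p up to 0.000783 and 0.0235. From edgeR, ENSRNOG00000013439 had an adjusted p of 0.164, 0.159, 0.117 and 0.0726 without C2, C3, C4 or P14 and a log2 fold change of 2.26 without P13, and Krt17 of 0.104, 0.149, 0.11, 0.0608 and 0.0846 without C2, C3, C4, P8 or P14.

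Lower after PO exposure were Prdm6 (log2 fold change -7.37), ENSRNOG00000002355 (-4.37), RT1-Ba (-2.67), ENSRNOG00000019094 (-1.75), Eogt (-1.3), Nktr (-0.85) and Apeg3 (-0.6), with adjusted p between 0.027 and 0.0481 from edgeR. DESeq2 gave no adjusted p to Prdm6, ENSRNOG00000002355, RT1-Ba or the higher gene ENSRNOG00000013439. Their levels were low, 1.14 against 0.0, 1.63 against 0.0701, 2.44 against 0.37 and 0.325 against 2.45 CPM in control odor against PO libraries. Prdm6 had no count in any PO library and is at least 20.9-fold lower against a floor of 3 counts over the group, so its fitted value is no bound. Without C2, C4 or P14 the adjusted p from edgeR was 0.131, 0.0858 and 0.0607 for Prdm6 (0.0708 without C3), 0.104, 0.0762 and 0.0607 for ENSRNOG00000002355, 0.0596, 0.0612 and 0.0549 for ENSRNOG00000019094 and 0.145, 0.0831 and 0.0888 for Nktr (0.162 without C3 and 0.0557 without P8). Apeg3 had 0.166, 0.149, 0.0674, 0.0527 and 0.0992 without C2, C3, P8, P13 or P14, RT1-Ba had 0.131, 0.0728, 0.0764 and 0.0607 without C2, C3, C4 or P14, and Eogt had 0.157, 0.129, 0.0612, 0.0544 and 0.0607 without C2, C3, C4, P8 or P14.

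In 4 genes, all libraries of one group had at least 1 CPM and all of the other lay at least 4 times below the lowest of these. A candidate explanation is alleles scattered over the animals without regard to group. Other splits of the 6 libraries gave up to 3 such genes against 4 in the real one, so an allele carried by some rats and an effect of PO exposure cannot be told apart for these genes, and genotypes were not analysed here.

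The 20 genes of Table 2 that were lower after PO exposure were highest in control odor replicate C4 for 17 genes, in C2 for 3 and in C3 for 0. Among 1000 random sets of 20 genes matched on expression, the most frequent library was highest for 9 genes in the median and for 14 at most. The sets were matched on expression only, while the 20 genes were chosen for being lower in PO libraries. C4 lay furthest from the PO libraries on the first principal component (-26.5, against -20.7 and -21.9 for C2 and C3). Genes chosen that way could peak in C4 for this reason too, so the random sets cannot decide on the tissue. Odor does not differ among the controls, so an unequal share of one tissue, such as meninges, in the punches is a candidate explanation. Of the markers of leptomeningeal fibroblasts, 4 of 18 have a name, all 4 genes the authors called, of which 0 passed edgeR and 3 passed DESeq2, all but Col1a2. They stood at 54.6 against 10.1 CPM (Igfbp2), 38.8 against 14.9 (Col1a1), 18.5 against 6.31 (Col1a2) and 11.0 against 5.82 (Gjb2), while only Igfbp2 and Gjb2 were highest in C4. Genes regulated together by another difference between rats would give the same pattern, which stays open, as does a response to PO exposure.

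Over the genes tested, log2 fold change fell with gene length (Spearman rho -0.21 across genes, which are not independent), from a median of 0.1 in the shortest of 5 bins to -0.08 in the longest. A gene length trend may therefore account for part of the many small shifts, since 76.3% of the 3299 genes with an unadjusted p under 0.05 kept it once the trend was removed in each library. That share lies between the bounds set for and against length, and 3056 genes had such a p after the removal, which argues against length as the whole cause. The Spearman correlation between length and the deviation of log2 CPM from the mean over all 6 libraries was 0.15, 0.2 and 0.03 in C2, C3 and C4 and -0.15, -0.11 and -0.14 in P8, P13 and P14, and the splits that set C2 and C3 with 1 PO library against the rest gave a correlation of 0.15 to 0.17 in size, against 0.2 for the real split. C4 has little of the trend, which is nearly as large in these splits as in the one by odor, and how much of it is technical and how much follows PO exposure cannot be told apart.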

How the results depend on the processing

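The length trend removal and DESeq2's default filtering level were chosen after seeing the data. Counts of called genes depended on the setting. Of 79 named genes none changed direction under any alternative run. In each of them the groups do not overlap, so a replicate left out could hardly reverse the direction, and this is no test of it. Without robust estimation edgeR called 2 genes at any fold, 2 higher and 0 lower at 1.5-fold (3299 genes had an unadjusted p under 0.05 with robust estimation). limma voom called 3, 2 higher and 1 lower. Tested against 1.5-fold itself, edgeR called 2 higher and 0 lower and DESeq2 5 higher and 12 lower. Scaled by library size alone, 103 genes passed, and 44 were lower at 1.5-fold. Without a filter 433 passed, 38 higher and 82 lower, and with the length trend removed 11 were higher. DESeq2 called 865 at any fold, 127 higher and 113 lower at 1.5-fold. With a replicate left out, edgeR called 9 to 266 genes, 4 to 36 higher and 3 to 59 lower at 1.5-fold, and DESeq2 called 14 to 132 higher and 17 to 128 lower. In full, edgeR called 9 genes without C2, 15 without C3, 9 without C4, 135 without P8, 266 without P13 and 9 without P14. Fewer libraries do not account for the rise without P8 or P13, and the cause was not tested. Mean r squared within control odor and PO libraries was 0.996 and 0.995 on raw FPKM, 0.99 and 0.988 on log2 CPM, 0.973 and 0.97 over genes above 1 FPKM, and 0.97 and 0.969 with a pseudocount of 0.1. The other settings stayed within 1.5 times the main count. Of the 33 named genes that edgeR called, voom kept 3 and the fit without robust estimation 2. The list tests, list scores and covariate fits were not run, because under 80% of each list has a name. No paired analysis was possible because the groups share no replicate number. With 3 rats per group no result can pass an exact permutation test at 0.05. In simulated data edgeR recovered 29.9% of 1.5-fold changes, a share that may not hold for the real libraries.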

Differences from the paper's values

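The paper states 4.6 to 5.8 M clean reads per library, while the deposited quality table gives 46.13 to 58.65 M, and no alternative applies to these values. The same sentence of the paper gives 6.9 to 8.8 G, and at the paper's read length of 150 bp the deposited clean reads come to 6.92 to 8.8 G of bases, so the deposited reads match the paper's value in G.

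The paper reports 245 differentially expressed genes at an adjusted p of 0.05 and 1.5-fold, and edgeR gave 26 at the same thresholds. Of the alternatives set before the data were examined, DESeq2, the paper's tool, gave 240 and does not differ by over 1.5 times. The others do: 28 with RLE, 51 with library size alone, 120 without a filter, 28 with at least 10 counts in every library, 2 without robust estimation, 27 with Ensembl genes only, 3 with limma voom, 2 when tested against 1.5-fold itself, and 7 to 89 with a replicate left out. The length trend removal, chosen after seeing the values, gave 35. With DESeq2 the number also differs without C2 (111), C3 (127), C4 (31) and P13 (143) and when tested against 1.5-fold itself (17), and does not without P8 (260) and P14 (166), over the genes kept by edgeR's filter (238) and over Ensembl genes (239). DESeq2 at its default filtering level of 0.1, also chosen after seeing the values, gave 242 genes, dropped none of the paper's 40 genes of Table 2 and gave each of them the paper's adjusted p to 3 digits. The log2 fold changes of Table 2 are control odor over PO, and on that scale DESeq2's equal the paper's to 3 decimals for all 40 genes.

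At an adjusted p of 0.05 alone, edgeR did not call 24 genes of Table 2, among them Slc13a4, Cyp26b1, Cd74, Osr1, Fmod, Cdh1 and Rbp4 of the lower genes and Kcnk16, Nkx6-2, Klk6, Folr1, Septin4, Slc44a4 and Tp73 of the higher genes. edgeR gave them the paper's direction, with adjusted p between 0.0519 and 0.173, and DESeq2 called all of them except Cdh1, which it called at the default filtering level (adjusted p = 5.98e-05 from DESeq2). At the paper's 1.5-fold as well, edgeR did not call 25 of the 40, the other being Olig2, whose log2 fold change of 0.58 lay under the threshold of 0.585. It passed both with DESeq2 (0.59), with RLE (0.59), without C3 (0.64), P8 (0.59) or P13 (0.6), and with the length trend removed (0.62), which was chosen after seeing the values and dropped 1 of the 33 named genes that edgeR called. Of the other genes the paper names, Btg2, Fosb, Egr1, Egr4, Prkce, Axl, Isl1, RT1-Da, Nfatc4 and Tspo had an adjusted p between 0.0535 and 0.162 from edgeR, and DESeq2 called each of them. Among all 79 named genes, some that edgeR did not call passed it without a filter (21), without P13 (18), without P8 (13), with library size alone (6), with the length trend removed (4), with at least 10 counts in every library (2), and without C3, C4 or P14 (1 each).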

Other observations

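Cck, Nos1 and Gapdh and the tally of libraries by highest gene were chosen only after the values were seen, and the splits were planned. Cck, a neuropeptide, had a log2 fold change of 0.9 after PO exposure (adjusted p = 0.0709 from edgeR and 0.00717 from DESeq2), and Nos1, the neuronal nitric oxide synthase, of -0.56 (adjusted p = 0.0615 from edgeR and 0.00618 from DESeq2). Retinoid handling genes with a name, Cyp26b1, Crabp2 and Rbp4, lay lower in the PO libraries, and Crabp2 passed edgeR's test (log2 fold change -1.48, adjusted p = 0.0481 from edgeR, and 0.157, 0.0845, 0.0561, 0.0549 and 0.105 without C2, C4, P8, P13 or P14). These 3 are genes that Table 2 lists. Each of the 3 was highest in C4, as were the leptomeningeal markers Igfbp2 and Gjb2, while the markers Col1a1 and Col1a2 were not.

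Gapdh, the reference gene of the paper's qPCR, stood at 2030 ± 53.3 CPM in control odor and 2440 ± 159 CPM in PO libraries (SD, n = 3; log2 fold change 0.26, adjusted p = 0.0705 from edgeR and 0.00203 from DESeq2). It lay between 0.2 and 0.32 over its 15 alternatives, scaling by library size alone included, and the qPCR used other exposure times.

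If transcription of a gene stopped at the start of the 20 minutes, a fall by the median log2 fold change of the 20 lower genes of Table 2 (-1.48) would need an mRNA half-life of at most 13.5 minutes, and that of Osr1 (-3.44) at most 5.8 minutes. Without P8 the log2 fold change of Osr1 was -4.5. A bound of 20 minutes on the median, below which a stop in transcription would have counted as excluded, was set after the results were seen, and 13.5 minutes lies below it. The bound was then dropped, because it was assumed and half-lives were not analysed here.

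The first principal component held 35.1% of the variance of log2 CPM. Its values were -20.7, -21.9 and -26.5 for C2, C3 and C4, and 4.6, 27.8 and 36.8 for P8, P13 and P14. The 20 genes of Table 2 that were higher after PO exposure were highest in P13 for 10 genes, in P14 for 9 and in P8 for 1. Over all genes tested, the groups do not overlap in 26.2%, against 10% by chance. Rpl21 stood at 153 ± 74.3 and 315 ± 11.3 CPM (SD, n = 3; log2 fold change 1.04, adjusted p = 0.25 from edgeR). C4 had 239 CPM against 104 and 117 in C2 and C3, and without C4 the log2 fold change of Rpl21 was 1.51 (adjusted p = 1e-05 from edgeR).

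With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split was the only 1 with a result as large in each of 5 counts. edgeR called 59 genes at any fold in the real split and at most 2 in another, 6 higher and 20 lower at 1.5-fold against at most 1, and DESeq2 127 higher and 113 lower against at most 10.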
